# Comparative Transcriptomics Atlases Reveals Different Gene Expression Pattern Related to *Fusarium* Wilt Disease Resistance and Susceptibility in Two *Vernicia* Species

**DOI:** 10.3389/fpls.2016.01974

**Published:** 2016-12-27

**Authors:** Yicun Chen, Hengfu Yin, Ming Gao, Huiping Zhu, Qiyan Zhang, Yangdong Wang

**Keywords:** *Vernicia* species, *Fusarium* wilt, comparative transcriptomics, resistance genes, co-expression

## Abstract

*Vernicia fordii* (tung oil tree) is a promising industrial crop. Unfortunately, the devastating *Fusarium* wilt disease has caused its great losses, while its sister species (*Vernicia montana*) is remarkably resistant to this pathogen. However, the genetic mechanisms underlying this difference remain largely unknown. We here generated comparative transcriptomic atlases for different stages of *Fusarium oxysporum* infected *Vernicia* root. The transcriptomes of *V. fordii* and *V. montana* were assembled *de novo* and contained 258,430 and 245,240 non-redundant transcripts with N50 values of 1776 and 2452, respectively. A total of 44,310 pairs of putative one-to-one orthologous genes were identified in *Vernicia* species. Overall, the vast majority of orthologous genes shared a remarkably similar expression mode. The expression patterns of a small set of genes were further validated by quantitative real-time PCR. Moreover, 157 unigenes whose expression significantly correlated between the two species were defined, and gene set enrichment analysis indicated roles in increased defense response and in jasmonic and salicylic acid signaling responses during pathogen attack. Co-expression network analysis further identified the 17 hub unigenes, such as the serine/threonine protein kinase D6PK, leucine-rich repeat receptor-like kinase (LRR-RLK), and EREBP transcription factor, which play essential roles in plant pathogen resistance. Intriguingly, the expression of most hub genes differed significantly between *V. montana* and *V. fordii*. Based on our results, we propose a model to describe the major molecular reactions that underlie the defense responses of resistant *V. montana* to *F. oxysporum*. These data represent a crucial step toward breeding more pathogen-resistant *V. fordii*.

## Introduction

Renewable biofuel has recently garnered much interest as a result of increased environmental awareness and the impact of fossil fuel-based energy. *Vernicia fordii* (Hemsl.) Airy-Shaw (*Aleurites fordii* Hemsl.) and *Vernicia montana* Lour. (*A. Montana* (Lour.) Wils.) belong to Euphobiaceae; this family includes many biomass-accumulating species, such as the physic nut (*Jatropha curcas* L.), castor bean (*Ricinus communis* L.), cassava (*Manihot esculenta* Crantz) and rubber tree (*Hevea brasiliensis*). *Vernicia fordii* and *Vernicia montana* are two Chinese native tung oil trees, and the oil that is refined from the seeds of *Vernicia* species has for centuries been used for fuel and industrial purposes. It was used as a fuel in ancient times and now is widely used in the production of paints, high-quality printing, plasticizers, and synthetic rubber. It finds particular use in special paints for the surfaces of weapons, steels, warships and submarines. Moreover, the oil from *Vernicia* species is an important raw material for biodiesel production (Brown and Keeler, 2005; Park et al., 2008; Chen et al., 2010; Shang et al., 2010). China collectively produces approximately 80,000 tons of tung oil per year, or approximately 70–80% of the world market (Zhan et al., 2012). However, this output of tung oil will not meet the needs of the international market in future years.

*Vernicia fordii* (tung oil tree or tung tree) and *V. montana* (wood oil tree) are the two main cultivars. *Vernicia fordii* outperforms *V. montana* in some agronomic traits, as it displays superior oil characteristics and faster maturation, while *V. montana* produces similar oil components and is resistant to wilt disease. Tung wilt disease, caused by the fungal pathogen *Fusarium oxysporum* Schlecht., is considered the most lethal disease of *V. fordii* and is a soil-borne fusarium disease. During infection, plants exhibit leaf chlorosis and slight vein clearing on outer leaflets, which is followed by leaf yellowing and abscission, discoloration of stem vascular tissue and death. To date, the disease cannot be managed unless the tree is grafted with *V. montana* (using *V. montana* as the parental stock), as the latter exhibits high resistance to *F. oxysporum*. They share similarity in morphology, anatomy and karyotype (chromosome number 2n=22=22m). *Fusarium* species are among the most important phytopathogenic and toxigenic fungi. Comparative genomics has revealed that the lineage-specific (LS) genomic region of *F. oxysporum* is related to pathogenicity and that LS transfer can alter strain pathogenicity (Ma et al., 2010). So far, more than 100 plant species have been attacked by *F. oxysporum* (Michielse and Rep, 2009). Recent studies on the molecular basis of *F. oxysporum* pathogenicity have been conducted with a limited number of hosts. The expression of the rice thaumatin-like protein gene in transgenic bananas enhances resistance to *Fusarium* wilt (Mahdavi et al., 2012). The tomato I-3 gene was also reported to confer resistance to *Fusarium* wilt disease (Catanzariti et al., 2015). Similarly, the transcription factor ERF72 conferred resistance to *F. oxysporum* (Chen et al., 2014b). However, little information is available on the genetic mechanism underlying the different resistance profiles of the two closely related *Vernicia* species.

In this study, we took advantage of the phylogenetic proximity between *V. fordii* and *V. montana* to compare the dynamic changes in gene expression during the process of *F. oxysporum* infection. We generated a comparative transcriptome between *V. fordii* and *V. montana* that consisted of four different *F. oxysporum* infection stages for each species.

## Materials and methods

### Pathogen isolation and identification

The pathogen was consistently isolated from the discolored vascular stem tissue of tung trees with wilt disease in Tianlin County, Guangxi Zhuang Autonomous Region, China, and it was then incubated on potato dextrose agar (PDA). Morphological features were first used to identify *F. oxysporum*. The fungus was further identified by PCR-based analysis of the ITS (internal transcribed spacer) and EF-1a (EF-1α gene, translation elongation factor alpha) genes. Specific oligonucleotide primers were used for *Fusarium* identification (Supplemental Table S1) The PCR products were sequenced by Sangon Biotech Company, Shanghai.

Pathogenicity tests were conducted twice in a screen house. Four-week-old plants with wounded roots were submerged for 30 min in a conidial suspension (1 × 10^6^ spores per mL diluted with sterile distilled water), while control plants were dipped in sterile distilled water. Symptoms observed on inoculated seedlings included leaf wilt (5 dpi, days post-inoculation), chlorosis, necrosis and plant death (18 dpi). The pathogen was re-isolated from the stems of affected inoculated plants to confirm the cause of disease. The control plants did not exhibit symptoms. The fungus was identified by morphological features in combination with molecular identification (PCR of the *ITS* and *EF-1a* genes using the primers described above).

### Plant growth and pathogen inoculation

*Vernicia fordii* and *Vernicia montana* plantlets with two or three leaves and approximately 30 cm in height were used. All plantlets were kept under growth-chamber conditions at 26°C with a 16-h light/8-h dark photoperiod. Before inoculation, each plantlet was sterilized in solutions containing 75% ethanol for 1 min, 0.5% sodium hypochlorite for 3 min, and then 90% ethanol for 30 s, followed by three rinses in sterile water.

A spore concentration of 1 × 10^6^ spores per mL, diluted with sterile distilled water, was used to inoculate the plants. Before inoculation, the plants were carefully removed from the soil, and the roots were rinsed with sterile water before being placed into the fungal inoculum for 30 min. After inoculation, the plants grew under growth-chamber conditions at 26°C, with relative humidity over 85% and a 16-h light/8-h dark photoperiod. The plants were then sampled at 2–15 dpi. The root, peel and leaves were cut and immediately frozen in liquid nitrogen and stored at −80°C until retrieval for RNA preparation.

The three time points for harvesting the samples were selected as 2, 8, and 13 dpi according to the symptoms of the seedlings after infection.

### RNA isolation, preparation of cDNA libraries and illumina sequencing

Total RNA was extracted from the plant roots and from the root-stem transition region using the EASYspin plant RNA mini kit (Aidlab, Beijing, China). RNA integrity was confirmed using a UV-Vis Spectrophotometer Q5000 (San Jose, California, USA). All RNA samples displayed a 260/280 ratio of greater than 2.0 and RNA integrity numbers (RIN) ≥8.0. The mRNA was purified from 30 μg of total RNA using Sera-mag Magnetic Oligo (dT) Beads (Illumina, Inc., San Diego, CA, USA) and was then fragmented into small pieces using divalent cations at an elevated temperature. The cDNA library was sequenced on the Illumina HiSeq™ 2000 platform, and both ends of the inserts were sequenced. The 125-bp raw PE reads were generated by the Illumina Genome Analyzer II system (Illumina, Inc., San Diego, CA, USA).

For the RNA-Seq experiments, 4-week-old seedlings of resistant *V. montana* (M) and susceptible *V. fordii* (F) were each treated with *F. oxysporum*. According to the symptoms of the seedlings infected with the pathogen, 4 stages were defined for each species. The stages included untreated *V. fordii* (F0) and *V. fordii* infected with *F. oxysporum* at an early stage (F1), in the middle stage (F2) and at a late stage (F3); they also included untreated *V. montana* (M0) and *V. montana* infected with *F. oxysporum* at an early stage (M1), in the middle stage (M2) and at a late stage (M3). Three biological replicates were taken for each treatment. Therefore, in total, 24 RNA libraries were constructed and sequenced. RNA samples from the root and root-stem transition region were prepared for RNA-seq using Illumina HiSeq™ 2000.

Equal amounts of RNA samples were then pooled for cDNA synthesis and RNA-seq. Before library construction, ribosomal RNA was removed; the cDNA libraries were constructed and sequenced by LC-Bio Co., Ltd, Hangzhou, China. Briefly, 10 μg of total RNA for each group was used for library construction using the Truseq™ RNA sample prep kit (Illumina, USA). The constructed DNA template was then enriched by PCR amplification (15 cycles). Amplicons were collected and purified by electrophoresis on gels made from Certified Low Range Ultra Agarose (Bio-Rad, USA). Before sequencing, the cDNA libraries were quantified using a TBS-380 micro fluorometer with the Picogreen reagent (Invitrogen, USA). Clone clusters were generated with an Illumina cBot using the Truseq PE Cluster Kit v3-cBot-HS, and high-throughput sequencing was performed on an Illumina Miseq sequencer using the Truseq SBS Kit v3-HS for 200 cycles.

### *De novo* assembly of the transcriptome

By using Trinity 30, a *de novo* strategy was adopted to assemble the transcriptome of *V. fordii* and *V. montana* based on a total of 64.5 and 70 GB RNA-seq data (eight samples with three biological replicates for each). N50 number, average length, max length, and contig number during different length interval were all been calculated (Supplemental Table S2).

For the RNA-Seq experiments, 4-week-old seedlings of resistant *V. montana* (M) and susceptible *V. fordii* (F) were each treated with *F. oxysporum*. According to the symptoms of the seedlings infected with the pathogen, 4 stages were defined for each species. The stages included untreated *V. fordii* (F0) and *V. fordii* infected with *F. oxysporum* at an early stage (F1), in the middle stage (F2) and at a late stage (F3); they also included untreated *V. montana* (M0) and *V. montana* infected with *F. oxysporum* at an early stage (M1), in the middle stage (M2) and at a late stage (M3). Three biological replicates were taken for each treatment. Therefore, in total, 24 RNA libraries were constructed and sequenced.

Total RNA was extracted from the plant roots and from the root-stem transition region using the EASYspin plant RNA mini kit (Aidlab, Beijing, China) and the QIAGEN RNeasy plant mini kit (QIAGEN, Valencia, CA). RNA integrity was confirmed using a Bioanalyzer 2100 and the RNA 6000 Nano Lab Chip Kit (Agilent, CA, USA). All RNA samples displayed a 260/280 ratio of greater than 2.0 and RNA integrity numbers (RIN) ≥ 7.0. The mRNA was purified from 5 μg of total RNA using oligo-dT-coupled magnetic beads (Invitrogen) and was then fragmented into small pieces using divalent cations at an elevated temperature. The cleaved RNA fragments were reverse-transcribed to create the final cDNA library according to the protocol for the mRNA-seq sample preparation kit (Illumina, San Diego, USA). Finally, we performed PE sequencing on an Illumina Hiseq2000/2500 at LC-Bio Co., Ltd, Hangzhou, China following the vendor's recommended protocol.

### Sequence functional annotation and classification

To determine the functional annotation of the unigenes, a BLASTX search was performed against the NCBI Nr database with an *E*-value ≤ 10^−5^ and other databases, including SwissProt, Protein Information Resource (PIR), Protein Research Foundation (PRF) and Protein Data Bank (PDB). A BLASTN search was performed against the NCBI Nt database, GenBank, RefSeq, and PDB using a protein query. The CDS (Coding sequences) of unigenes were predicted using GENScan software. The ORFs were identified as the nucleotide sequence or as the protein translation provided by the “GetORF” program from the EMBOSS software package (Rice et al., 2000). The Blast2GO program was used to assign GO terms with an *E*-value ≤ 10^−5^ including molecular functions, biological processes, and cellular components (Conesa et al., 2005; Conesa and Götz, 2008). KEGG pathways were retrieved from KEGG web server (http://www.genome.jp/kegg/). The output of the KEGG analysis includes KO assignments and KEGG pathways that are populated with the KO assignments (Kanehisa et al., 2004).

### Identification of orthologous genes between *V. fordii* and *V. montana*

A reciprocal-best-BLAST-hits (RBH) method with relatively strict filters was applied to identify orthologous genes between *V. fordii* and *V. montana* based on the large-scale transcriptome sequencing. To identify and remove possible paralogous genes, all sequence pairs were first BLAST searched in GenBank by blastp, and several pairs of sequences mapped to the same protein. Next, each sequence from *V. montana* was initially searched against all sequences from *V. fordii* using Blastn, and conversely each sequence from *V. fordii* was searched against all sequences of *V. montana*. Pairs of sequences that were longer than 300 bp and were the best hits for each other in the two species were regarded as putative orthologous genes. Finally, a total of 44,310 pairs of sequences were selected as one-to-one orthologous genes in *V. fordii* and *V. montana*.

### Estimation of synonymous and non-synonymous substitution rates between orthologs

To calculate the synonymous (Ks) and non-synonymous (Ka) substitution rate for each orthologous gene pair in *V. fordii* and *V. montana*, an e-value significance threshold of 10^−5^ was applied, and each member of a pair of sequences was first searched against all plant protein sequences available in GenBank using Blastx; the CDSs of each orthologous gene pair were determined based on the best alignment regions. After removing short (<300 bp) and unexpected stop codon(s)-containing CDSs, the rates of synonymous and non-synonymous substitutions were estimated using the maximum likelihood method implemented in the codeml program under the F3 × 4 model (Zhang et al., 2006; Langfelder and Horvath, 2008).

### Gene expression validation by strand-specific qPCR

To validate the RNA-seq results in terms of gene expression, qPCR was performed using a 7500 Real-Time PCR System (Applied Biosystems, CA, USA) and a SYBR® Premix Ex Taq™ Kit (TaKaRa, Tokyo, Japan). One microgram of RNA was reverse-transcribed using SuperScript III Reverse Transcriptase (Invitrogen) for cDNA synthesis. Primers specific for *Actin7a* (Han et al., 2012) were used to standardize the cDNA. The gene-specific primers (Supplemental Table S1) were used to amplify the corresponding genes. PCR reactions were prepared in 20 μL volumes containing 2 μL of 30-fold diluted synthesized cDNA, 10 μL of 2 × SYBR® Premix Ex Taq™, 0.4 μL of 10 μM forward primer, 0.4 μL of 10 μM reverse primer, 0.4 μL of 50 × ROX reference dye and 6.8 μL of sterile distilled water. The cycling conditions were set as recommended by the manufacturer (30 s at 95°C and then 40 cycles of 95°C for 5 s and 60°C for 34 s). The specificity of amplification was verified by melting curve analysis (60–95°C) after 40 PCR cycles. The experiments included three biological replicates for each treatment and four technical replicates for each biological replicate and the final threshold cycle (Ct) values were set as the mean values according to Pfaffl (2001).

### Data mining

To identify gene interactions, we applied a systems biology approach using an R package for weighted gene co-expression network analysis (WGCNA), which converts co-expression measures into connection weights. We selected the genes in two steps: first, we selected genes that showed significant correlation with a pathogen infection stage (false discovery rate, FDR < 0.01, the *p*-value of Pearson's correlation efficiency was corrected by the BH method); from the remaining genes, we then selected the top 2000 most variable genes based on their coefficients of variance. We input the expression profiles of these selected genes to construct weighted gene co-expression modules using the WGCNA R package (Langfelder and Horvath, 2008). For the gene expression correlations in all of the samples of *V. fordii* and *V. montana*, the log_2_ FPKM (the expected number of fragments per kilobase of transcript sequence per millions base pairs sequenced) values for pairs of orthologous genes were calculated.

## Results

### Sister *Vernicia* species respond differently to *F. oxysporum*

*Vernicia fordii* and *Vernicia montana* responded differently to the pathogen *F. oxysporum* Schlecht. To characterize differences in the pathogen infection processes between *V. fordii* and *V. montana*, 4-week-old seedlings of resistant *V. montana* (M) and susceptible *V. fordii* (F) were each treated with *F. oxysporum*. According to the symptoms of the pathogen-infected seedlings, four stages were defined for each species. The stages included untreated *V. montana* (M0) and *V. montana* infected with *F. oxysporum* in the early stage (M1), in the middle stage (M2) and in the late stage (M3); they also included untreated susceptible *V. fordii* (F0) and *V. fordii* infected with *F. oxysporum* in the early stage (F1), in the middle stage (F2) and in the late stage (F3). An overview of seedlings with different treatments is shown as Figure 1.

**Figure 1:**
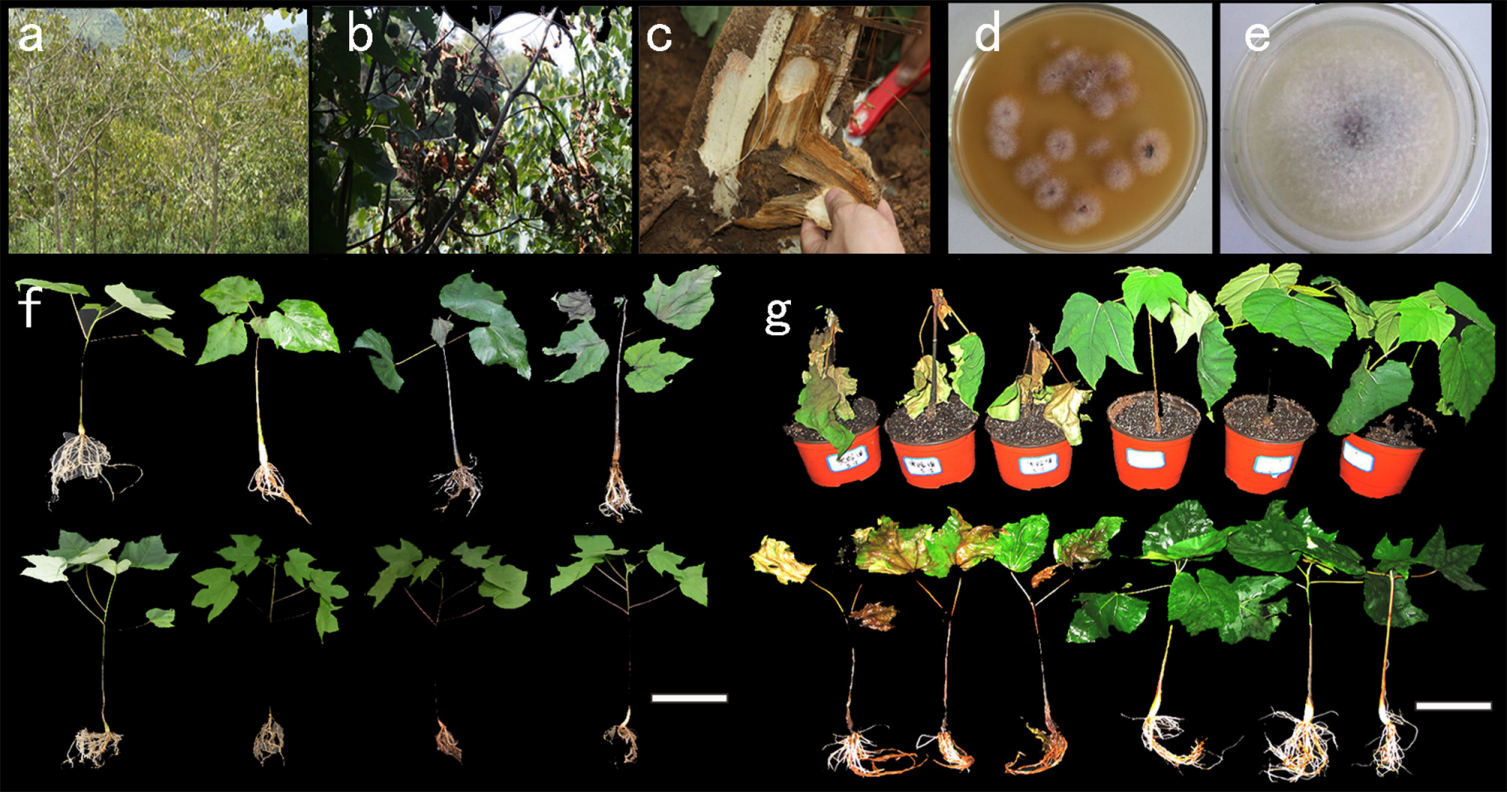
**Tung wilt pathogen isolation and pathogenicity testing in ***V. fordii*** and ***V. montana***. (A)** A tung forest attacked by wilt disease; **(B)** a *V. fordii* tree with *Fusarium* disease; **(C)** a longitudinal section of a *V. fordii* tree with wilt disease; **(D)** isolation of pathogens from the wilt-diseased tung tree; **(E)** a further pure culture of the potential fungal pathogen; **(F)** seedlings of *V. fordii* and *V. montana* infected with the tung wilt pathogen *F. oxysporum* at different stages: the upper row shows *V. fordii* seedlings, and the lower row shows *V. montana* seedlings; **(G)** seedlings of *V. fordii* and *V. montana* severely infected with *F. oxysporum*. Scale bar = 10 cm.

### Output statistics of the transcriptomes of *V. fordii* and *V. montana* inoculated with *F. oxysporum*

Using Illumina HiSeq™ 2000 sequencing, approximately 516,422,088 and 559,181,176 clean paired-end (PE) reads were generated from 24 libraries of *V. fordii* (F0, F1, F2, and F3) and *V. montana* (M0, M1, M2, and M3), respectively. The number of clean reads ranged from 29.2 to 66.5 million across libraries F0, F1, F2, and F3, which were assembled together for *V. fordii*, and the read number ranged from 30.6 to 66.9 million across libraries M0, M1, M2, and M3, which were assembled for *V. montana* (Table 1). 

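RNA of the root and the root-stem transition region of untreated seedlings (F0, M0) and of seedlings 2, 8 and 13 days after inoculation (F1 to F3, M1 to M3) was sequenced in 3 libraries per stage and species, named H, L and I1. The deposited tables give an estimated count, a TPM and an FPKM for each of 133304 unigenes of *V. fordii* and 111278 unigenes of *V. montana* in each of the 12 libraries of a species. The unigenes come from the authors' Trinity assembly, and the counter is not given in the sources used here. The estimated counts of a library sum to 25193117 to 58491622 at F0 (median 39931943), 24357654 to 55048428 at F1 (median 26304565), 23869753 to 55242964 at F2 (median 24568895) and 19829858 to 42104562 at F3 (median 22029094). In *V. montana* they sum to 36616661 to 60367158 at M0 (median 38066985), 33729987 to 57954947 at M1 (median 33783159), 23898593 to 54844388 at M2 (median 26210758) and 23152805 to 54591879 at M3 (median 31555792). The paper's clean reads are totals before counting, and the values given here use these sums. For each species, the estimated counts of the 12 libraries were rounded and fitted together with edgeR (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) over the unigenes with an FPKM of at least 1 in at least 3 libraries, which leaves 97661 unigenes of *V. fordii* and 79712 of *V. montana*. A unigene was called induced or repressed at an adjusted p under 0.05 and a change of more than 2-fold. The spread between libraries of a stage was wide, with a common biological coefficient of variation of 1.33 in *V. fordii* and 1.32 in *V. montana*. The study states 3 biological replicates per treatment and does not say how many seedlings a library holds, so a p measures the spread between these libraries. No mock-inoculated library is in the series, so each comparison with stage 0 also holds handling and time. Protein names come from Tables S4 and S6 alone.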

The high-quality reads are available in the NCBI Gene Expression Ominibus (GEO) with accession number GSE80228. *De novo* assembly of *V. fordii* yielded a total of 258,435 transcripts with a mean length of 1010 bp, which integrated into 133,304 unigenes with an average length of 648 bp. For *V. montana, de novo* assembly yielded a total of 245,240 transcripts with a mean length of 1376 bp, which integrated into 111,278 unigenes with an average length of 726 bp. The N50 sizes of the unigenes were 1033 and 1289 in *V. fordii* and *V. montana*, respectively (Table 2). The overall GC content of *V. fordii* in coding regions was 40.60%, consistent with that of *V. montana* (39.60%). The output statistics for sequencing and the mapping statistics for each sample stage of *V. fordii* and *V. montana* infected with *F. oxysporum* are shown in Supplemental Table S2.

**Table 1:** **Output statistics of sequencing and mapping stats for each stage samples in ***V. fordii*** and ***V. montana*** infencted with ***F. oxysporum*****.

	**Valid data reads**	**Q20%**	**Q30%**	**GC%**		**Valid data reads**	**Q20%**	**Q30%**	**GC%**
F0	47,271,474	98.59	95.80	91.94	M0	42,329,318	98.65	95.63	91.48
F0	66,515,356	99.25	100	100	M0	66,859,072	99.25	100.00	100.00
F0	29,272,386	98.49	94.95	90.39	M0	41,093,632	98.65	95.08	90.63
F1	31,347,672	98.87	95.48	91.22	M1	39,967,224	97.43	96.37	93.10
F1	63,432,696	99.20	100	100	M1	65,782,492	99.28	100.00	100.00
F1	29,620,658	98.82	95.39	91.10	M1	39,077,922	98.91	95.35	91.08
F2	29,482,698	97.66	95.88	92.04	M2	30,558,196	99.00	94.76	89.87
F2	64,285,262	99.21	100	100	M2	66,242,736	99.33	100.00	100.00
F2	28,992,470	98.57	94.79	90.03	M2	32,451,888	98.55	95.97	92.26
F3	29,419,992	99.26	95.06	90.48	M3	36,548,912	97.97	95.96	92.27
F3	64,236,976	99.43	100	100	M3	64,240,712	99.28	100.00	100.00

*Q20: percentage is the proportion of nucleotides with a quality value >20 in reads*.

**Table 2:** **Assembly statistics (all the clean reads from the 4 cDNA libraries of each species were together assembled)**.

		**All**	**Median GC%**	**Mean GC%**	**Min length**	**Median length**	**Mean length**	**Max length**	**Total assembled bases**	**N50**
F	Unigene	133,304	40.60	41.62	201	351	648	23,838	86,436,155	1033
	Transcript	258,435	40.60	41.62	201	558	1010	23,838	261,063,231	1776
M	Unigene	111,278	39.60	39.85	201	368	726	23,849	80,872,199	1289
	Transcript	245,240	39.60	39.85	201	801	1376	23,849	337,505,963	2452

*N50: unigene length-weighted median*.

The BLAST top-hit species distribution showed that the assembled transcript annotation in *V. fordii* had the highest homology to *J. curcas* (34.1%), *R. communis* (14.6%), *Populus trichocarpa* (5.9%), *Theobroma cacao* (2.6%), *Vitis vinifera* (2.5%), *Citrus sinensis* (1.7%) and others (38.6%) (Supplemental Figure S1A). The assembled transcript annotation in *V. montana* displayed the highest homology to *R. communis* (36.2%), *Vitis vinifera* (8.1%), *P. trichocarpa* (7.9%), *T. cacao* (3.8%), *C. sinensis* (1.8%) and others (42.2%) (Supplemental Figure S1B).

For the purpose of functional annotation and classification, the coding sequences (CDS) of 67,961 (50.98%) and 51,924 (46.66%) unigenes were successfully predicted in the *V. fordii* and *V. montana* transcriptomes, respectively. A total of 133,304 and 111,278 unigenes in *V. fordii* and *V. montana*, respectively, were annotated from different databases. By gene ontology (GO) analysis, 46,210 (34.67%) unigenes were assigned into 17 classes in *V. fordii*, while 36,507 (32.81%) unigenes were classified into 19 classes in *V. montana*. By searching against the Kyoto Encyclopedia of Genes and Genomes Pathway database (KEGG), the unigenes were assigned to 279 KEGG pathways in both *V. fordii* and *V. montana* (Table 3).

**Table 3:** **Transcripts and unigenes annotation statistics for the transcriptom of ***V. fordii*** (F) and ***V. montana*** (M)**.

		**Total**	**Swiss-prot**	**Nr**	**Pfam**	**KEGG**	**KOG**	**GO**
F	Transcripts	174,545 (67.54%)	117,572 (45.49%)	163,870 (63.41%)	143,026 (55.34%)	87,874 (34.00%)	146,484 (56.68%)	105,083 (40.66%)
	Unigenes	76,924 (57.71%)	50,220 (37.67%)	63,225 (47.43%)	60,310 (45.24%)	39,367 (29.53%)	44,074 (33.06)	46,210 (34.67)
M	Transcripts	175,571 (71.59%)	108,050 (44.06%)	172,292 (70.26%)	140,300 (57.21%)	165,367 (67.43%)	143,551 (58.53%)	95,803 (39.06%)
	Unigenes	60,842 (54.68%)	40,013 (35.96%)	53,395 (47.98%)	47,593 (42.77%)	29,847 (26.82%)	34,528 (31.03%)	36,507 (32.81%)

### *Vernicia* transcriptomes display high quality and are comparable between *V. fordii* and *V. montana*

To evaluate the consistency among biological replicates, the expected number of fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM) expression data were tested by correlation analysis, and all of the correlation coefficients between biological replicates were calculated. There was a strong correlation for triplicate samples, which reached average Pearson correlations *R*^2^ of 0.835 and 0.870 in *V. fordii* and *V. montana*, respectively (Supplemental Figure S2). 

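Over all unigenes, the squared Pearson correlation of FPKM between 2 libraries of a stage averaged 0.577 in *V. fordii* (SD 0.169, 12 pairs, lowest 0.338, highest 0.896) and 0.655 in *V. montana* (SD 0.117, 12 pairs, highest 0.843). Not squared, a form chosen after seeing the values, the correlation averaged 0.752 (SD 0.111) and 0.806 (SD 0.0717). The mean squared correlations of FPKM were 0.565 (SD 0.287) at F0, 0.645 (SD 0.124) at F1, 0.634 (SD 0.0999) at F2 and 0.463 (SD 0.133) at F3, 3 pairs each. On log2(FPKM + 1), however, the F0 pairs were the closest (0.804, 0.815 and 0.773 for H-L, H-I1 and L-I1). In the same order of pairs, F1 had 0.442, 0.456 and 0.588, F2 had 0.639, 0.443 and 0.445, and F3 had 0.233, 0.340 and 0.254. In FPKM, the mean squared correlations of the *V. montana* stages lay between 0.641 (SD 0.167) at M1 and 0.669 (SD 0.162) at M0, with 0.650 (SD 0.0849) at M2 and 0.658 (SD 0.116) at M3. In FPKM the H and L libraries of *V. fordii* were the closest pair of each stage (mean 0.756, SD 0.121, 4 pairs), while on the log2 scale this held at F2 alone. On the log2(FPKM + 1) scale, libraries of the same stage of *V. fordii* had a mean of 0.519 (SD 0.204, 12 pairs) and libraries of different stage and letter one of 0.264 (SD 0.149, 36 pairs). I1 libraries of different stages of *V. fordii* had a mean of 0.343 (SD 0.234, 6 pairs). In *V. montana* these means were 0.524 (SD 0.136) and 0.380 (SD 0.0982), and I1 libraries of different stages had a mean of 0.626 (SD 0.0879, 6 pairs). These are correlations across unigenes within pairs of libraries, and unigenes are not independent replicates, so no p is given. A single unigene takes 1.73% to 9.67% of the counts of a *V. fordii* library and 3.34% to 12.4% of those of a *V. montana* library.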

Biological replicates at each sample stage clustered closely and were highly correlated.

To evaluate the conservation of gene expression patterns between *V. fordii* and *V. montana*, a reciprocal-best-BLAST-hits (RBH) method (Ward and Moreno-Hagelsieb, 2014) was applied, and the similarity threshold was set to 90%. Using this method, we defined 44,310 pairs of one-to-one orthologous unigenes between the *V. fordii* (57.60%, 44,310/76,924) and *V. montana* (72.83%, 44,310/60,842) transcriptomes.

### Global changes in gene expression in resistant *V. montana* and susceptible *V. fordii*

To identify the unigenes with differential gene expression (DGE) during stages F0-F3 and M0-M3, a significance threshold of 0.05 was applied using Edge R package (Robinson et al., 2010). The differential expression modes between the two species were thus revealed (Figure 2). For V. fordii, 3002 and 6548 unigenes were upregulated and repressed, respectively, at the early stage (F1 vs. F0) after infection. 

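The protease inhibitor KPI-F9 of the Kunitz family (comp181838_c0) was at 906 ± 359 FPKM (SD, n = 3) at F1 and at 1.04 ± 0.632 FPKM at F0, a log2 change of 9.70 (SE 0.94, adjusted p = 4.81e-05 from edgeR). The nitrite reductase of the NO-forming type (comp196002_c0), an enzyme of denitrification known from bacteria and fungi, rose from 4.83 ± 0.685 to 137 ± 12.7 FPKM (log2 change 4.96, SE 0.43, adjusted p = 2.13e-05 from edgeR). Prephenate dehydratase (comp186968_c0), an enzyme of phenylalanine synthesis, rose from 10.9 ± 1.67 to 94.3 ± 36.7 FPKM (log2 change 3.22, SE 0.46, adjusted p = 0.000763 from edgeR). Dihydropyrimidine dehydrogenase (comp183349_c0), which breaks down pyrimidines, rose from 0.78 ± 0.397 to 47.4 ± 2.07 FPKM (log2 change 6.01, SE 0.59, adjusted p = 5.08e-05 from edgeR). Steroid 23-alpha-hydroxylase (comp183520_c1), of the brassinosteroid pathway, fell from 10.7 ± 6.30 to 0.02 ± 0.02 FPKM (log2 change −7.87, SE 1.40, adjusted p = 0.00365 from edgeR). Of the gene lists, phenylpropanoid and lignin had 1 of 2 tested members induced (1 when adjusted over the list alone), cinnamyl-alcohol dehydrogenase (comp191535_c0), from 2.32 ± 0.454 to 22.0 ± 12.2 FPKM (log2 change 3.39, SE 0.72, adjusted p = 0.0116 from edgeR). The only member of the ethylene list, ACC oxidase (comp186606_c0), was repressed (also when adjusted over the list alone), from 30.1 ± 3.33 to 3.69 ± 3.46 FPKM (log2 change −2.85, SE 0.81, adjusted p = 0.0490 from edgeR). Members of the lists are unigenes that the study put in Tables S4 and S6 from these samples, so their counts are not independent evidence. In all, 4768 unigenes were induced and 1257 repressed at F1, and 1910 of the induced ones had a count of 0 in every F0 library. With each library centred on the median of its unigenes, 4694 were induced and 3108 repressed, and the median log2 change of all tested unigenes went from 0.89 to 0.21. Without F0 H, F0 L or F0 I1 the calls numbered 2376, 2491 and 2693. Each of these fits ended the call of cinnamyl-alcohol dehydrogenase (log2 change 3.45, 3.39 and 3.35), as did the fit without the 4 I1 libraries (3.03). Of the 12 fits that leave out 1 library, ACC oxidase kept its call only without F1 L or F2 I1 (log2 change −2.99 to −2.34 in the 10 others). It also lost its call without the 4 I1 libraries (−2.50). DESeq2 called 17322 induced and 5923 repressed unigenes. Limma on log2(FPKM + 1) called 5389 and 6402, which turns the balance towards repression. That test was named beforehand for FPKM values, and its use beside edgeR was added after seeing the data.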

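From F1 to F2, 8 days after inoculation, the Kunitz inhibitor KPI-F9 (comp181838_c0) had 784 ± 148 FPKM (SD, n = 3) at F2, a log2 change of −0.18 from F1 (SE 0.64, adjusted p = 1.0 from edgeR). The NO-forming nitrite reductase (comp196002_c0) had 155 ± 76.6 FPKM at F2 (log2 change 0.13, SE 0.36, adjusted p = 1.0 from edgeR). Prephenate dehydratase (comp186968_c0) was at 156 ± 61.7 FPKM (log2 change 0.50, SE 0.43, adjusted p = 0.841 from edgeR). Poly(A) polymerase (comp196764_c0), which adds the tail of messenger RNA, was at 59.8 ± 31.6 FPKM at F1 and at 6.83 ± 1.93 FPKM at F2 (log2 change −3.19, SE 0.82, adjusted p = 0.616 from edgeR). Steroid 23-alpha-hydroxylase (comp183520_c1) was at 2.84 ± 2.64 FPKM at F2 (log2 change 5.02, SE 1.25, adjusted p = 0.616 from edgeR). None of these changes passed the test, and edgeR called 0 of the *V. fordii* unigenes tested between F1 and F2. At an unadjusted p under 0.05 and more than 2-fold, 5088 unigenes were higher and 2486 lower at F2. Without any change, a share of 0.05 of the 97661 tested unigenes is expected at such a p, before the 2-fold threshold. DESeq2 called 681 induced and 425 repressed unigenes, the fit of the 6 libraries of F1 and F2 alone 300 and 204, the fit with the replicate letter as a block 10 and 8, and limma on log2(FPKM + 1) 0 and 1. Without F2 I1 the calls were 12 and 7, without F3 H they were 1 and 1, and without F3 I1 they were 1 and 0.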

At the next stage, 557 and 456 unigenes were significantly induced and repressed, respectively (F2 vs. F1). However, for *V. montana*, 1640 and 1786 unigenes were significantly induced and repressed, respectively, in the early stage (M1 vs. M0), while 3218 and 813 unigenes were significantly induced and repressed, respectively, at the subsequent stage (M2 vs. M1) (Figure 2, Supplemental Figure S3). It seemed that many genes responded in the early stage F1 in *V. fordii*, while a large proportion of genes was induced in the later M2 stage in *V. montana*.

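At M1 the NO-forming nitrite reductase (comp165770_c0), the partner of the *V. fordii* unigene comp196002_c0 in Table S4, rose from 3.44 ± 0.936 to 256.1 ± 112 FPKM (SD, n = 3; log2 change 6.42, SE 0.75, adjusted p = 0.00174 from edgeR). Glutamate dehydrogenase (comp160173_c0), which links amino acid breakdown to the citric acid cycle, rose from 0.567 ± 0.248 to 34.4 ± 14.8 FPKM (log2 change 5.84, SE 0.72, adjusted p = 0.00227 from edgeR). A myo-inositol:H+ symporter (comp168833_c0) rose from 18.2 ± 7.64 to 74.5 ± 13.5 FPKM (log2 change 2.26, SE 0.29, adjusted p = 0.00329 from edgeR). A NIMA-related kinase (comp166332_c1) rose from 8.85 ± 1.16 to 59.7 ± 21.1 FPKM (log2 change 2.98, SE 0.48, adjusted p = 0.0117 from edgeR). The glycolytic enzyme 6-phosphofructokinase (comp161011_c0) fell from 176 ± 43.1 to 3.66 ± 1.70 FPKM (log2 change −5.07, SE 0.68, adjusted p = 0.00395 from edgeR). From M1 to M2 the nitrite reductase had a log2 change of −2.88 (SE 0.64, adjusted p = 0.118 from edgeR) and was at 45.6 ± 38.1 FPKM at M2, and none of the unigenes named here passed that test. In all, 495 unigenes were induced and 311 repressed from M0 to M1, and 64 were induced and 14 repressed from M1 to M2. With each library centred on its median the calls were 401 and 484 at M1, and without the 4 I1 libraries, a choice made after seeing the data, they were 61 and 22 at M1 and 0 at M2, where DESeq2 called 6646 and 706, and none of the 5 changes at M1 was called (log2 change 6.76, 6.25, 2.25, 3.30 and −4.72 in the order given). Leaving out 1 library gave 349, 535 and 420 calls at M1 without M0 H, L and I1, 304 without M1 H, 406 without M1 I1 and 1234 without M3 L, and from M1 to M2 it gave 142 without M0 H, 2, 4 and 8 without M1 H, L and I1, and 6, 10 and 49 without M2 H, L and I1; the kinase lost its call without M0 H (log2 change 2.94) and the symporter in median-centred libraries (log2 change 1.70).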

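Against stage 0, the myo-inositol:H+ symporter of *V. montana* (comp168833_c0) was at 110 ± 17.4 FPKM (SD, n = 3) at M2, a log2 change of 2.42 (SE 0.30, adjusted p = 0.00359 from edgeR). Sinapoylglucose-choline O-sinapoyltransferase (comp166459_c0), of the sinapate ester branch of phenylpropanoid metabolism, rose from 0.697 ± 0.359 FPKM at M0 to 18.9 ± 1.85 FPKM at M2 (log2 change 4.35, SE 0.72, adjusted p = 0.0141 from edgeR). The 6-phosphofructokinase of *V. montana* (comp161011_c0) was still lower at M2, at 9.02 ± 7.74 FPKM (log2 change −4.18, SE 0.65, adjusted p = 0.0116 from edgeR). In *V. fordii*, the EREBP-like factor comp179159_c0, of a family of ethylene-responsive transcription factors, rose from 67.5 ± 19.8 FPKM at F0 to 206 ± 77.7 FPKM at F1 (log2 change 1.78, SE 0.38, adjusted p = 0.0119 from edgeR) and was at 190 ± 12.9 FPKM at F2 (log2 change 1.62, SE 0.38, adjusted p = 0.0234 from edgeR). Its *V. montana* partner comp139704_c0 rose from 101 ± 18.8 to 267 ± 128 FPKM at M1 (log2 change 1.60, SE 0.33, adjusted p = 0.0435 from edgeR). Seen from stage 0, *V. montana* had 1523 induced and 409 repressed unigenes at M2, 629 of the induced ones with a count of 0 in every M0 library. *V. fordii* had 3620 induced and 522 repressed unigenes at F2, 1277 of the induced ones at 0 in every F0 library. With median-centred libraries these became 1451 and 1404 at M2 and 2495 and 1479 at F2. The median log2 change of all tested unigenes then went from 0.44 to −0.32 and from 1.63 to 0.79. Limma on log2(FPKM + 1) gave 10296 and 1533 at M2 and 3635 and 3792 at F2, which turns the balance at F2. Without the 4 I1 libraries, a choice made after seeing the data, the numbers were 13 and 2 at M2 and 2141 and 420 at F2. The calls at M2 numbered 444, 751 and 526 without M0 H, L and I1, 326, 578 and 594 without M2 H, L and I1, and 3214 without M3 H, and those at F2 1803, 1809 and 2053 without F0 H, L and I1. The *V. fordii* factor lost its call at F1 without F0 L, F0 I1 or F1 I1 (log2 change 1.67, 1.71 and 1.37) in median-centred libraries (1.08) and without the 4 I1 libraries (1.21), and at F2 without F0 H, L or I1 (1.82, 1.51 and 1.56), without F2 H (1.58), in median-centred libraries (0.76) and without the 4 I1 libraries (1.37), the *V. montana* factor in 9 of the 12 fits that leave out 1 library (all but those without M1 H, M3 H or M3 L, log2 change 1.29 to 1.65), in median-centred libraries (1.05), in the fit of 2 groups (1.59), with limma on log2(FPKM + 1) and on log2(FPKM + 0.1) (1.29 and 1.30) and without the 4 I1 libraries (1.61), the symporter at M2 in median-centred libraries (1.48) and without the 4 I1 libraries (2.44), the sinapoyltransferase at M2 without M0 H (3.98) and without the 4 I1 libraries (4.35), and the 6-phosphofructokinase at M2 without M2 H (−4.01) and without the 4 I1 libraries (−3.75). From the numbers of the early and later stages, the paper proposes that many genes of *V. fordii* respond at F1, while a large share of the genes of *V. montana* is induced later, at M2.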

**Figure 2:**
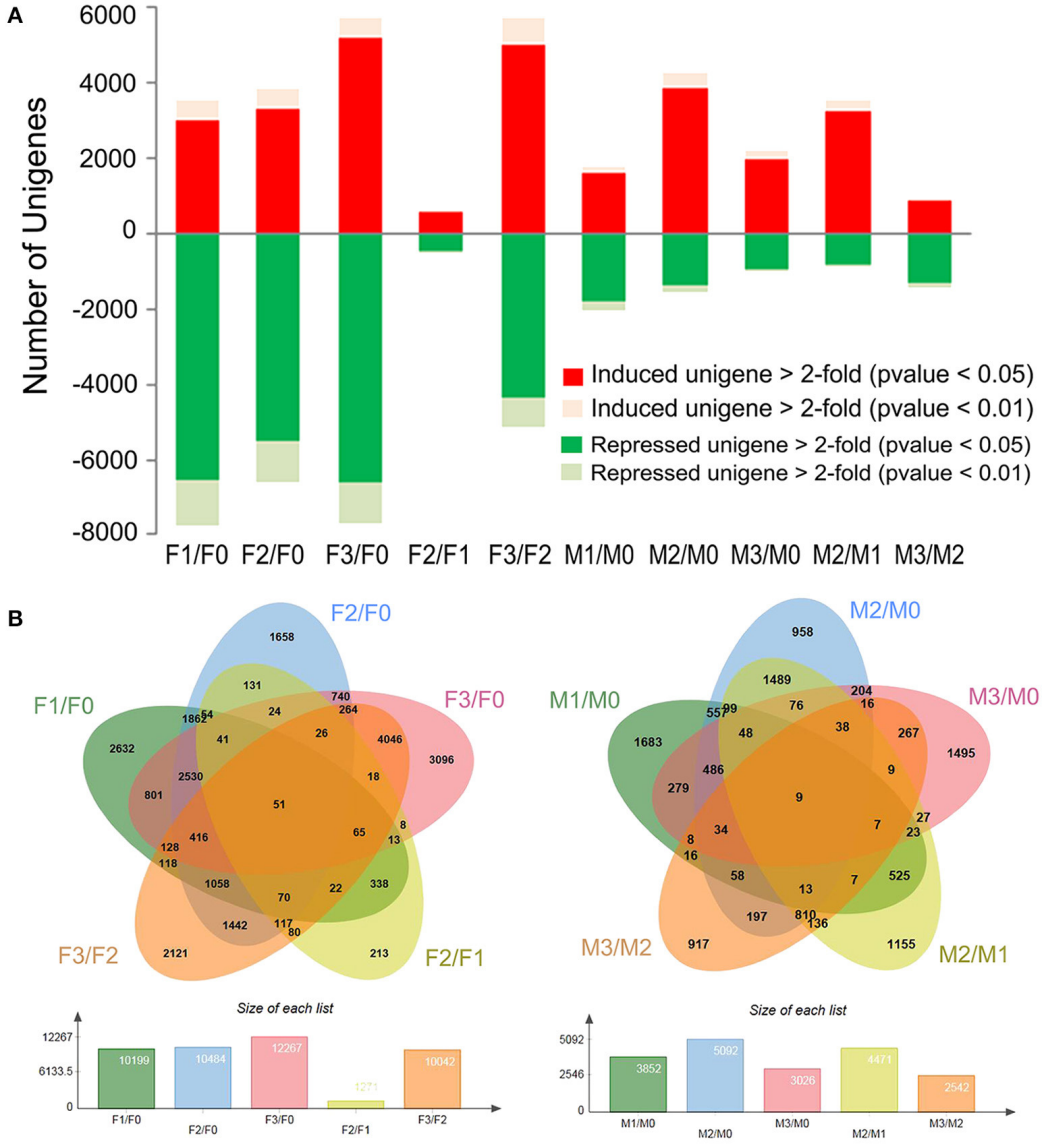
**Global changes in gene expression in resistant ***V. montana*** and susceptible ***V. fordii*** during ***F. oxysporum*** infection. (A)** The number of >2-fold induced and repressed unigenes (*p* < 0.05 and 0.01) for F1 vs. F0, F2 vs. F1 and F3 vs. F2 and for M1 vs. M0, M2 vs. M1 and M3 vs. M2; **(B)** the numbers of commonly and specifically induced and repressed unigenes at different stages of *F. oxysporum* infection in the two species are shown in the overlapping and non-overlapping regions, respectively.

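Prephenate dehydratase (comp186968_c0), which makes the precursor of phenylalanine, fell from F2 to 0.793 ± 0.539 FPKM (SD, n = 3) at F3, a log2 change of −7.13 (SE 0.56, adjusted p = 4.35e-05 from edgeR). Dihydropyrimidine dehydrogenase (comp183349_c0) fell from 36.3 ± 7.80 to 2.52 ± 1.16 FPKM (log2 change −3.52, SE 0.52, adjusted p = 0.00473 from edgeR). A death-associated protein kinase (comp186498_c0), of a calcium-dependent kinase family known from animals, fell from 22.0 ± 6.45 to 1.93 ± 1.08 FPKM (log2 change −3.07, SE 0.55, adjusted p = 0.0148 from edgeR), a call lost in the fit of 2 groups (−3.45). Kinesin family member 15 (comp194327_c0), a microtubule motor, fell from 12.4 ± 2.19 to 0.663 ± 0.377 FPKM (log2 change −4.08, SE 0.68, adjusted p = 0.00958 from edgeR), a call lost in the fit of 2 groups (−4.50). The ribosomal protein LP0 (comp191713_c0) rose from 7.74 ± 6.35 to 110 ± 41.4 FPKM (log2 change 4.38, SE 0.78, adjusted p = 0.0140 from edgeR), a call lost without F2 H or F2 L (log2 change 4.14 in both) and in the fit of 2 groups (3.92). From F2 to F3, 487 unigenes were induced and 727 repressed, and with median-centred libraries 339 and 2028, as the median log2 change of all tested unigenes went from 0.93 to 0.00. The balance turned towards induction with DESeq2 (8615 and 2769) and at an unadjusted p under 0.05 (13534 and 6507). So it did with the replicate letter as a block (2024 and 1660) and without F2 I1 (1235 and 606). The same held with limma on log2(FPKM + 1) (15320 and 5696), named beforehand for FPKM values and added beside edgeR later. It also held without the 4 I1 libraries (732 and 490), a fit chosen after seeing the data. The balance is thus not settled here. From M2 to M3, edgeR called 1 induced unigene (comp159573_c0, without a protein name and named after its values were seen) and 0 repressed ones. DESeq2 called 280 and 233, and limma on log2(FPKM + 1) called 21 and 293. At an unadjusted p under 0.05 there were 1434 and 1582. Without any change, a share of 0.05 of the 79712 tested unigenes is expected at such a p, before the 2-fold threshold. These 3016 calls are fewer than that. Tropomyosin 3 (comp181367_c0), a cytoskeleton protein, was the only member of the list of animal annotations, a name that does not give the organism. It had a count of 0 in all F0 libraries and 11.4 ± 2.09 FPKM at F3, at least 361-fold (adjusted p = 0.0115 from edgeR). Its partner in *V. montana* (comp161330_c0) went from 0 to 18.4 ± 1.71 FPKM at M2, at least 866-fold (adjusted p = 0.0253 from edgeR). The first call was lost without F0 H or F0 I1 (adjusted p = 0.0533 and 0.0522 from edgeR), and DESeq2 gave it no adjusted p; the second was lost without M0 H, L or I1 (0.0854, 0.0668 and 0.0803), without M2 H, L or I1 (0.0708, 0.0584 and 0.0573) and without the 4 I1 libraries (0.216). Against stage 0, 29018 unigenes were induced and 1342 repressed at F3, 23765 of the induced ones at 0 in all F0 libraries, and 690 were induced and 237 repressed at M3, 229 of the induced ones at 0 in all M0 libraries. Median-centred libraries gave 25060 and 12725 at F3 and 566 and 485 at M3. The median log2 change of all tested unigenes then went from 0.94 to −0.56 and from 0.46 to −0.09. At M3 against M0 the balance turned towards repression without M0 H (74 induced and 94 repressed) and without M0 I1 (144 and 147). The calls from F2 to F3 numbered 497, 625 and 1841 without F2 H, L and I1 and 699 without F3 H, those at F3 against F0 2717, 2918 and 2896 without F0 H, L and I1, 5735 without F3 H and 7011 without F3 I1, and those at M3 against M0 168, 316 and 291 without M0 H, L and I1, 319, 399 and 460 without M2 H, L and I1, and 329 and 205 without M3 L and I1; from M2 to M3 there were 4 without M3 I1 and 0 without M0 H, M0 I1, M1 L, M1 I1, M2 H, M2 I1 or M3 H.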

The one-to-one orthologous gene analysis facilitated a comparison of gene expression in the two species. To investigate global changes in expression patterns, we performed *k-*means clustering of the gene expression profiles for orthologous genes in susceptible *V. fordii* and resistant *V. montana* during pathogen infection. We classified the different expression modes into 20 clusters that showed distinctive expression patterns in *V. montana* and included the corresponding orthologous genes in *V. fordii* (Figure 3, Supplemental Figure S4, and Supplemental Table S3). Our comparative transcriptome analysis revealed that a high proportion of orthologous genes exhibited similar expression patterns (Supplemental Figure S4). Only a fraction of orthologous genes, including clusters 4, 12, and 16, showed divergent expression patterns. Notably, in cluster 4 and 16, the genes showed a sharp increase in *V. montana* while exhibiting a clear decrease in *V. fordii*, thereby indicating different roles for these genes in the two species when responding to the pathogen. In cluster 1 and 9, genes exhibited dramatically increased (log_2_ FPKM ≥ 5) in *V. montana*, while expressed in an invariant way in *V. fordii* (Figure 3).

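The unigenes of cluster 1 are known here by number alone, as Table S3 names no protein. Of the 34608 pairs of the table, the 1998 of its first part were used here, and all of these belong to the cluster. In the deposited FPKM their *V. montana* members have medians over the pairs of 11.9 at M0, 10.04 at M1, 10.96 at M2 and 12.4 at M3 (means of 3 libraries per stage). Of the 1998, 727 were highest at M0, 287 at M1, 281 at M2 and 703 at M3. Their *V. fordii* members have medians of 11.5, 14.1, 12.4 and 6.58 FPKM from F0 to F3, with 642, 871, 463 and 22 unigenes highest at these stages (43 at F3 without the H libraries). The median log2 change of the *V. montana* members from M0 was −0.27 at M1, −0.11 at M2 and 0.06 at M3, with 151, 166 and 168 unigenes higher and 266, 229 and 143 lower by more than 2-fold. In the *V. fordii* members it was 0.23 at F1, 0.06 at F2 and −0.70 at F3, with 405, 328 and 72 higher and 82, 159 and 590 lower by more than 2-fold. The study chose the cluster on these samples, so the numbers are not independent evidence, and no test was made of them.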

**Figure 3:**
**Clustering of significantly differential expressed orthologous genesusing ***k-means*** clustering method according to the gene expression profiles in ***V. montana*** (M) and ***V. fordii*** (F) infected with the pathogen ***F. oxysporum*****. The differential expression modes were classified into twenty clusters in *V. montana*, and the corresponding orthologous genes in *V. fordii* were analyzed for their expression modes (Supplemental Figure S4).

To validate the gene expression profiles, quantitative RT-PCR analyses were conducted for 30 candidate genes that were chosen from different *k-*means clusters in *V. fordii* and *V. montana* (Figure 4, Supplemental Figure S5). These unigenes encoded proteins such as PR-4-like protein, chitinase, EREBP-like transcription factor, the LRR-RLK CLAVATA3, salicylic acid-binding protein 2-like, receptor-like serine/threonine kinases, cytochrome P450, alcohol dehydrogenase and osmotin, among others. The results of the qPCR analyses were generally in accordance with the gene expression profile shown in the transcriptome (Supplemental Figure S5).

**Figure 4:**
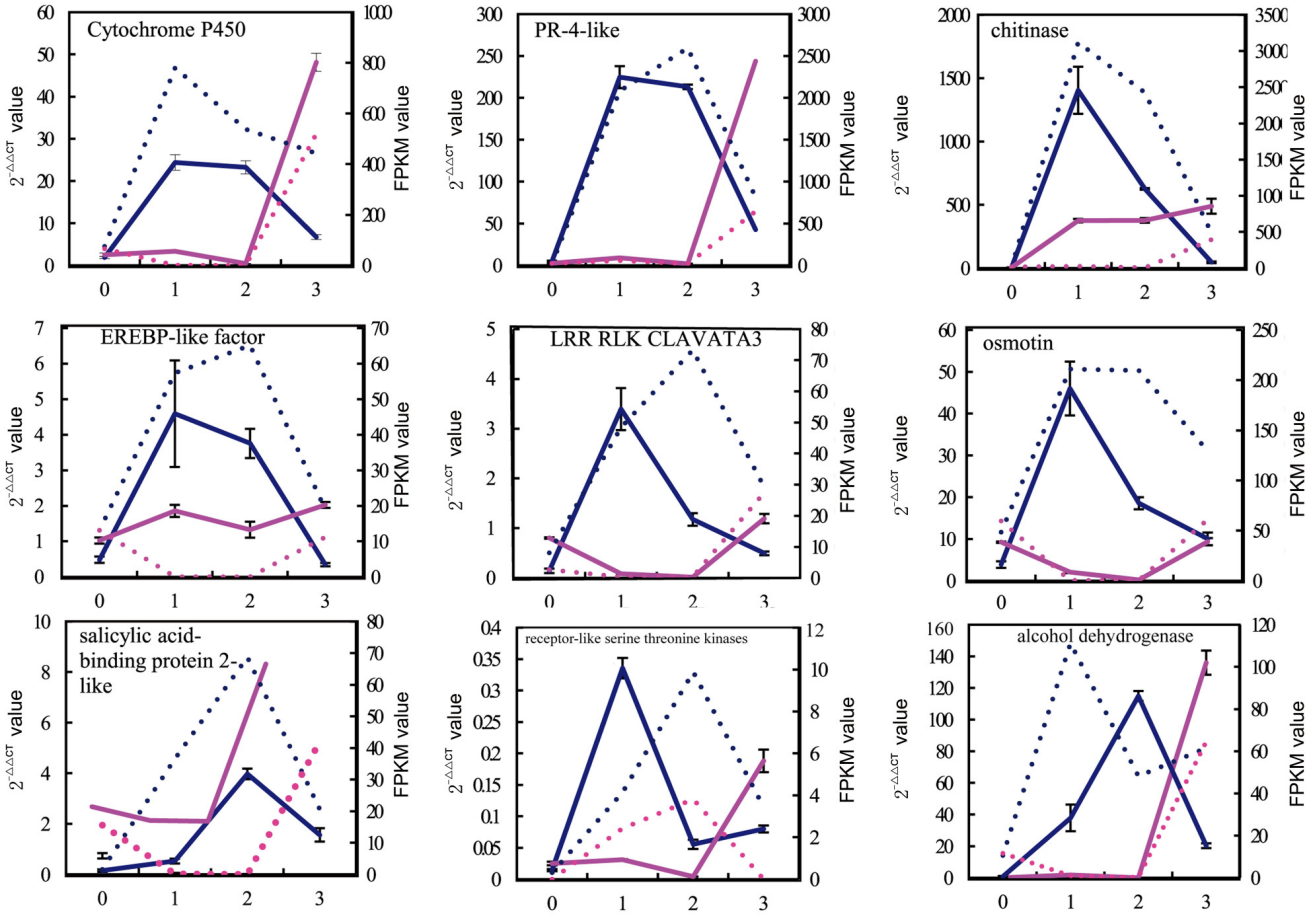
**Verification of the expression profiles of 9 pairs of unigenes by qPCR**. In total, 30 candidate genes were chosen to validate using qPCR from among the different k-means clusters in *V. fordii* and *V. montana* (Supplemental Figure S4). The results of qPCR were generally in accordance with the gene expression profiles in the transcriptome data. X-axis represented the different stage of *F. oxysporum* infection. 0, the stage before infection; 1, the early stage of infection with *F. oxysporum*; 2; the middle stage of infection with *F. oxysporum*; 3, the late stage of infection with *F. oxysporum*. The left Y-axis represented the expression level (2^−ΔΔ*CT*^ value) of genes. The right Y-axis represented the expression level of genes according to the FPKM value. The blue solid line represented the expression level (2^−ΔΔ*CT*^) of genes in *V. montana* (M) using qPCR; the blue dotted line represented the expression level of genes in *V. montana* (M) according to the FPKM value; the red real line represented the expression level (2^−ΔΔ*CT*^) of genes in *V. fordii* (F) using qPCR; the red dotted line represented the expression level of genes in *V. fordii* (F) according to the FPKM value.

The GO analysis revealed conservation across most transcripts but significant divergence between the species for a subset of RNAs. In *V. fordii*, nucleoid and protein-binding transcription factor gene expression significantly increased in the early response stage. In *V. montana*, receptor activity and protein tag genes showed strong induction in the early stage. Our study generated a substantial number of transcript sequences during the infection responses of resistant and susceptible *Vernicia* species. The results contributed to the identification of pathways and functional genes in *Vernicia* species that respond to pathogen attack, and they will aid in understanding the mechanisms with which *V. fordii* and *V. montana* respond to *F. oxysporum*.

## Discussion

### Conserved and divergent expression patterns between *V. fordii* and *V. montana* when responding to *F. oxysporum*

To reveal genes that were highly conserved or divergent in response to *F. oxysporum* infection, we performed correlation analysis between orthologous genes. In total, we identified 450 unigenes that were significantly connected (either conserved or divergent, with correlation coefficient cutoffs of *r* > 0.65 or *r* < −0.65, *p* < 0.05) between the two species; they are listed in Supplemental Table S4. Among them, 157 unigenes were significantly negatively associated (*r* < −0.65, *p* < 0.05); they included two Myb transcription factors, mitogen-activated protein kinase 3 (MAPK3), a homeobox-leucine zipper protein, a G-box-binding factor, RIO kinase 2, phytochrome-interacting factor 3 (PIF3) and others. 

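Table S4 names a protein for 206 of its 450 pairs, among them a Myb factor, an HD-Zip factor, a G-box binding factor and RIO kinase 2. Over the means of the 4 stages in FPKM, 167 of the 450 pairs had a Pearson correlation beyond the study's threshold of 0.65 on the side the table gives. With the stage means of log2(FPKM + 1) this held for 202 pairs, and with log2 of the stage means plus 1, chosen after seeing the values, for 216. With the estimated counts of M1L in place of its FPKM in the M1 mean and log2 of the mean plus 0.1, also chosen after seeing the values, it held for 450 of the 450. Over the 12 libraries matched by stage and letter, 46 of the 450 pairs passed on the listed side. Each correlation of stage means rests on 4 points. The study chose the pairs by a correlation on these samples, so the counts are not independent evidence.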

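The Myb factor comp124983_c0 of *V. montana* was at 18.3 ± 14.9, 19.0 ± 6.81, 23.1 ± 10.1 and 12.8 ± 4.30 FPKM (SD, n = 3) from M0 to M3, and its *V. fordii* partner comp172190_c0 at 56.7 ± 2.80, 20.9 ± 11.8, 23.9 ± 9.46 and 41.8 ± 9.68 FPKM from F0 to F3. Myb factors control, among others, phenylpropanoid genes and responses to stress. The HD-Zip factor comp142935_c0 was at 5.43 ± 2.72, 4.20 ± 0.276, 6.76 ± 1.38 and 4.72 ± 0.904 FPKM in *V. montana*, and comp186709_c0 at 7.05 ± 0.822, 3.08 ± 2.98, 6.50 ± 3.30 and 5.71 ± 3.07 FPKM in *V. fordii*. Of the 157 pairs that the table lists as negative, 46 had a correlation of the stage means below −0.65 and 26 one above 0.65. The median correlation of the 157 pairs over the stage means was −0.31. Over the 12 libraries matched by stage and letter, 4 lay below −0.65 and 7 above 0.65 (median −0.054). Over the stage means without the L libraries these were 34 and 39. With the counts of M1L in the M1 mean and log2 of the mean plus 0.1, chosen after seeing the values, 157 lay below −0.65 and 0 above 0.65 (median −0.81). Only 1 of the 157 was near zero at stage 0 in both species and at 1 FPKM or more later.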

Several Mybs reportedly participate in defending against pathogen attack, including AtMyb30, AtBOS1 (AtMyb108), and TaPIMP1 (Vailleau et al., 2002; Zhang et al., 2012; Corso et al., 2015), yet the associated regulatory mechanisms and signaling processes remain largely unknown. The expression of MAPK3 and a homeobox-leucine zipper protein increased in the later stage of the response to cadmium stress (Yang et al., 2015). A homeobox-leucine zipper gene from sunflower and *Arabidopsis* conferred drought and salt tolerance (Shin et al., 2004; Dezar et al., 2005). The G-box is the cognate cis-element for the bZIP, bHLH, and NAC proteins. bHLH is reportedly a critical protein in plant development, senescence, iron metabolism and regulation of pathogen defense responses, and it leads to the activation of the salicylic acid signaling pathway (Zhang et al., 2013; Aparicio and Pallás, 2016). PIF3 activates light-responsive transcriptional network genes in coordination with the circadian clock and plant hormones to modulate plant growth and development. RIF3 is also a candidate target for manipulating the weed stress response in soybeans, and it regulates the plant response to drought and salt stress in maize (Gao et al., 2015; Horvath et al., 2015).

We found that 293 unigenes showed a significant positive association in their expression in the two species using a two-sample *t*-test (with correlation coefficients of *r* > 0.65, *p* < 0.05; Supplemental Table S4); they included EREBP transcription factors, serine/threonine protein kinases, a receptor-like serine/threonine protein kinase, MAPKKKs, a proline-rich receptor-like protein kinase, a cytochrome P450 and others. 

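A receptor kinase of type SD1-7, of the S-domain class of receptor-like kinases, had means of 4.09, 11.9, 13.4 and 10.8 FPKM from M0 to M3 (comp168440_c0) and of 4.12, 17.9, 10.1 and 10.7 FPKM from F0 to F3 (comp195996_c1, n = 3 libraries per stage). The EREBP-like unigene comp173049_c0 had 11.9, 0, 0 and 1.18 FPKM in *V. montana*, and its partner comp160872_c0 had 41.3, 0.313, 1.0 and 0.453 FPKM in *V. fordii*. Neither fall was called by edgeR over all tested unigenes at any stage against stage 0. Of the 293 pairs listed as positive, 121 had a correlation of the stage means above 0.65 and 13 one below −0.65, with a median of 0.49. On log2 of the stage mean plus 0.1, chosen after seeing the values, these were 223 and 15, and with the counts of M1L in the M1 mean as well 293 and 0. In 162 of the 293 (55.3%), both members were near zero at stage 0 and at 1 FPKM or more at a later stage. Without the ribosomal proteins this held for 126 of 257 pairs (49.0%). The study picked these pairs on the same samples, so their number is not independent evidence.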

EREBP was reported to confer biotic and abiotic stress tolerance in rice (Jisha et al., 2015). Serine/threonine protein kinases and receptor-like serine/threonine protein kinases have been associated with the early stage of plant defense.

To functionally classify the 450 significantly correlated genes, we applied REVIGO and ggplot2 and observed significant enrichment of these genes in multiple GO categories (Supek et al., 2011). The GO enrichment analysis of the 450 pairs of unigenes with significant positive or negative correlations is shown in Figure 5. The significantly positively correlated GO terms among biological processes included fungal-type cell wall beta-glucan metabolic process, defense response and small GTPase mediated signal transduction, among others (Figure 5A). The significantly positively correlated GO terms among molecular functions included alcohol dehydrogenase (NADP+) activity, (−)-menthol dehydrogenase activity, binding, protein binding, ATP binding and structural constituents of the ribosome (Figure 5B). 

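The ribosomal protein pairs of Table S4 were nearly absent before inoculation in both species. Ribosomal proteins build the translation machinery of every organism, and a plant root expresses its own at all times. Over the 37 pairs of Table S4, the median FPKM was 0 at F0, 1.36 at F1, 2.56 at F2 and 16.3 at F3, and 0, 1.11, 6.36 and 6.79 from M0 to M3. At least 1 FPKM was reached by 1, 21, 28 and 36 of the *V. fordii* members and by 1, 21, 31 and 35 of the *V. montana* members over these stages. The median of a library was 14.1 ± 9.92 FPKM at F3 and 5.38 ± 5.68 FPKM at M3 (mean ± SD, n = 3). Tropomyosin 3, a single pair of Table S4, was at 0, 4.80 ± 1.21, 1.45 ± 2.25 and 11.4 ± 2.09 FPKM from F0 to F3 (adjusted p from edgeR against F0 0.0259, 0.0496 and 0.0115). In *V. montana* it was at 0, 1.41 ± 1.41, 18.4 ± 1.71 and 4.51 ± 4.58 FPKM from M0 to M3 (adjusted p from edgeR against M0 0.0727, 0.0253 and 0.0519). Its calls were lost at F1 without any of the F0 libraries (adjusted p 0.0857 to 0.0973 from edgeR), at F2 in 10 of the 12 fits that leave out 1 library (0.0577 to 0.166), at F3 without F0 H or F0 I1 (0.0533 and 0.0522) and at M2 without any of the M0 or M2 libraries (0.0573 to 0.0854). Of the 38 tested members of the ribosomal list in *V. fordii*, which adds those of Table S6, edgeR called 10 induced at F1, 10 at F2 and 33 at F3 (29, 29 and 35 when adjusted over the list alone). Of the 38 in *V. montana* it called 2, 7 and 5 (13, 29 and 32 when adjusted over the list alone). The 53 calls in *V. fordii* became 21, 21 and 24 without F0 H, L and I1 and 35 and 33 without F3 H and F3 I1, and the 14 in *V. montana* became 0, 6 and 3 without M0 H, L and I1, 6 and 7 without M1 H and M1 I1, and 4 without any of M2 H, L or I1. With limma's camera and a preset correlation between genes of 0.01, the list lay above the other unigenes at F1 (adjusted p = 1.68e-06), F2 (1.99e-08) and F3 (6.72e-11), and at M1 (6.72e-11), M2 (5.58e-11) and M3 (2.47e-13). With the correlation estimated from the libraries the adjusted p of camera was 0.0897 at F1 and 0.0586 at the other 5, so the lower values hang on the preset. The study put these pairs in Table S4 from the same samples, and they are not independent evidence.

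**Figure D1:**
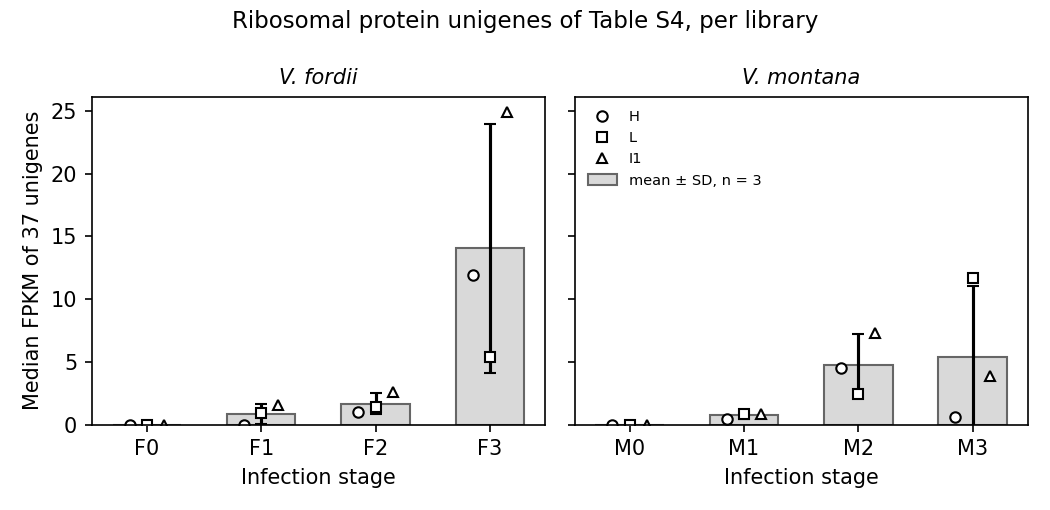
Median FPKM of the 37 ribosomal protein pairs of Table S4 in each library (points, by replicate letter) by stage, in both species; bars are means and error bars SD of 3 libraries. The mean at F2 is 1.67 ± 0.852 FPKM.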

The significantly negatively correlated GO terms among biological processes included translation, isocitrate metabolic process, regulation of chromatin silencing at telomere and small GTPase mediated signal transduction, among others (Figure 5C). The significantly negatively correlated GO terms for molecular function included methyl jasmonate esterase activity, methyl salicylate esterase activity and isocitrate dehydrogenase (NADP+) activity (Figure 5D).

**Figure 5:**
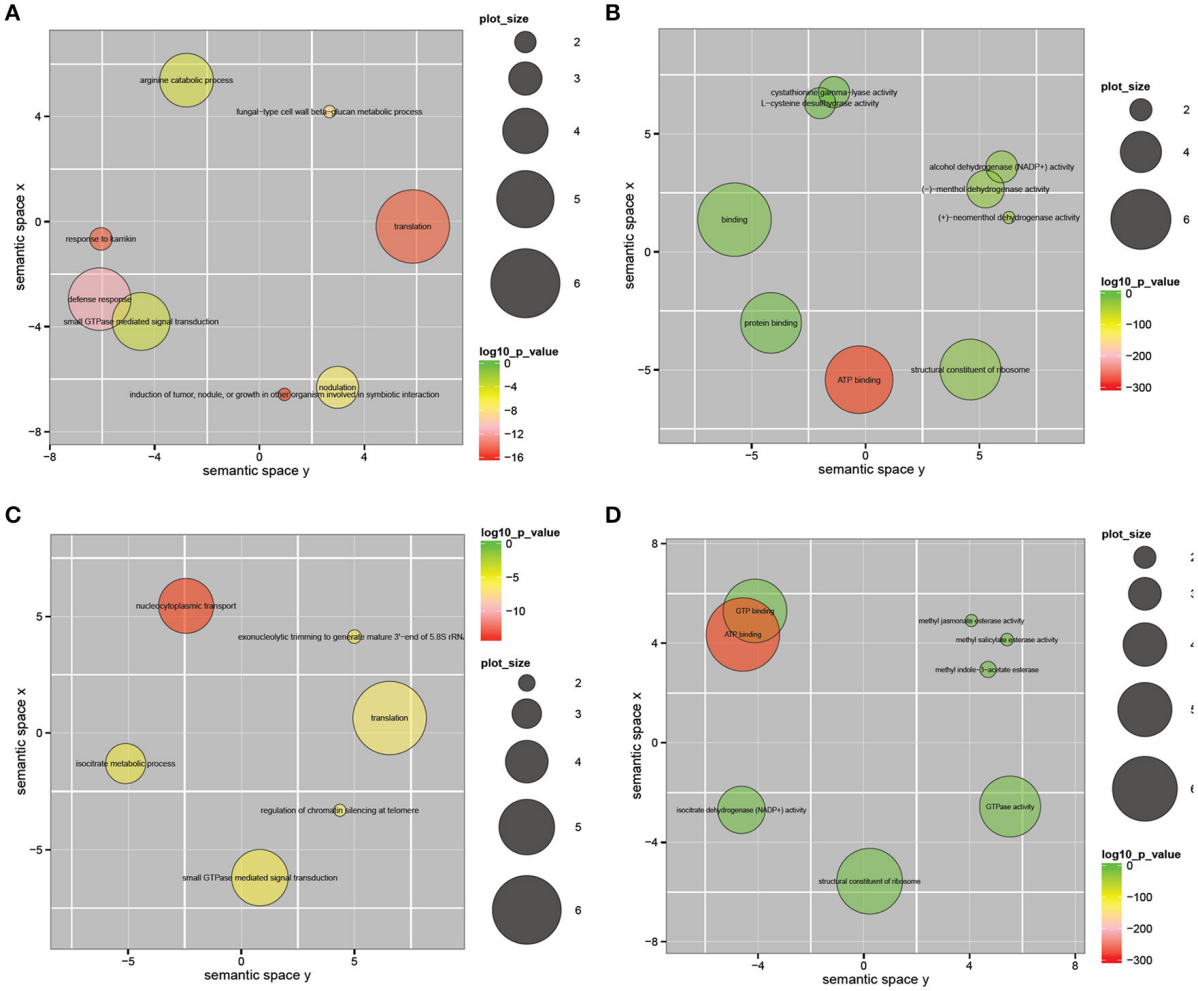
**Gene ontology enrichment analysis of 450 pairs of unigenes that showed significant positive or negative correlation (correlation coefficients ***r*** > 0.65 or ***r*** < −0.65, ***p*** < 0.05) between the gene expression modes in ***V. fordii*** and ***V. montana***. (A)** Significantly positively correlated GO term in biological process; **(B)** significantly positively correlated GO term in molecular function; **(C)** significantly negatively correlated GO term in biological process; **(D)** significantly negatively correlated GO term in molecular function. The scatterplot shows the cluster representatives in a two dimensional space derived by applying multidimensional scaling to a matrix of the GO terms' semantic similarities. Bubble color indicates the log 10 *p*-value (legend in upper right-hand corner); plot size indicates the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger).

### Gene co-expression networks and pathways in resistant *V. montana*

To give a higher-order interpretation of gene expression relationships and to identify modules of co-expressed genes that were functionally related, we implemented a systems biology approach and analyzed the gene expression profiles of 24 susceptible and resistant transcriptomes. The centralized genes, called hub genes, were highly connected with peripheral genes. We raised the weighted cutoff value to >0.50 to identify hub genes with the strongest connections to other genes. Under this criterion, we visualized the 50 most highly connected genes as hub genes. Among them, 26 hub genes were functionally annotated as hypothetical proteins, and 17 unigenes playing essential roles in plant pathogen resistance (Supplemental Table S5). We further used the software Cytoscape 3.2.1 to build the co-expressed gene network (Figure 6A). As the Figure 6A showed, among the top 50 hub genes, the serine/threonine protein kinase D6PK and the LRR-RLK CLAVATA2 were strongest, with 2611 and 1752 connections, respectively (Figure 6A). LRR-RLKs are reportedly involved in plant defense responses against various classes of pathogens and may initiate the activation of the MAPK pathway, WRKY transcription factors, ion channels and the NADPH oxidase complex (Yang et al., 2012). The LRR-RLK2 CLAVATA has been reported to confer enhanced disease resistance to bacterial wilt (Hanemian et al., 2016). Diacylglycerol kinase (DGK), which confers resistance to *Magnaporthe grisea* (Zhang et al., 2008) was also identified as a hub gene with 1253 connections. Furthermore, glycosyltransferase (Gts), which is reportedly involved in resistance to *F. oxysporum* (Lorenc-Kukuła et al., 2009), was also identified as a hub gene with 185 connections. 

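The Gts gene encodes a glycosyltransferase, of an enzyme class that attaches sugar to small molecules such as defence compounds. In *V. montana* the Gts unigene comp155307_c0 was at 5.60 ± 1.88 FPKM (SD, n = 3) at M0, 10.2 ± 2.57 at M1, 13.5 ± 0.545 at M2 and 11.4 ± 1.17 at M3. Its log2 change from M0 was 1.05 at M1 (SE 0.57, adjusted p = 0.395 from edgeR), 1.11 at M2 (SE 0.57, adjusted p = 0.228 from edgeR) and 0.85 at M3 (SE 0.57, adjusted p = 0.412 from edgeR). Of Table S5, 1998 of 9917 connections were used here, and they hold 185 of this hub. Over the 12 *V. montana* libraries, the median Pearson correlation of the Gts unigene with these 185 unigenes was −0.054 on log2(FPKM + 1) (quartiles −0.246 and 0.141), with 76 above 0 and 109 below. Its median correlation with all tested unigenes was 0.133. With the counts of M1L in place of its FPKM, chosen after seeing the values, the medians were 0.920 with the 185 and 0.607 with all tested unigenes on log2(value + 1), and 0.9995 and 0.855 without a logarithm. These are correlations across unigenes that share the same 12 libraries, so they are not independent, and the network chose them on these samples.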

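The EREBP-like hub comp139704_c0 and the HD-Zip hub of the GLABRA2 type (comp142935_c0) belong to families of transcription factors, the first ethylene-responsive and the second known for epidermis and root hair fate. Over the 12 *V. montana* libraries, the EREBP hub had a median correlation of 0.065 with its 666 connected unigenes of Table S5 (quartiles −0.130 and 0.277, 389 above 0 and 277 below) on log2(FPKM + 1), against 0.060 with all tested unigenes. The HD-Zip hub had a median of 0.248 with the 349 connected unigenes used here (quartiles 0.0075 and 0.413, 263 above 0 and 86 below), against 0.107 with all tested unigenes. The chaperone HtpG, also a hub, had a median of 0.729 with its 751 connected unigenes, 746 of them above 0. The chaperone HSP90 had a median of 0.675 with 30, all above 0. Their medians with all tested unigenes were 0.02193 and 0.163. Both hubs were near zero at M0 (0.01333 and 0.006667 FPKM). At M3 HtpG was at 3.403 ± 4.603 FPKM and HSP90 at 3.803 ± 1.747 FPKM (SD, n = 3). Whether these correlations rest on a few later libraries was not tested. With the counts of M1L in place of its FPKM on log2(value + 1), chosen after seeing the values, the medians were 0.9587 for the EREBP hub, 0.961 for the HD-Zip hub, 0.877 for HtpG and 0.675 for HSP90, against 0.629, 0.631, 0.459 and −0.0817 with all tested unigenes.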

The homeobox-leucine zipper protein GLABRA2 was recognized as a hub gene with 848 connections, and the EREBP transcription factor was defined as a hub gene with 666 connections.

**Figure 6:**
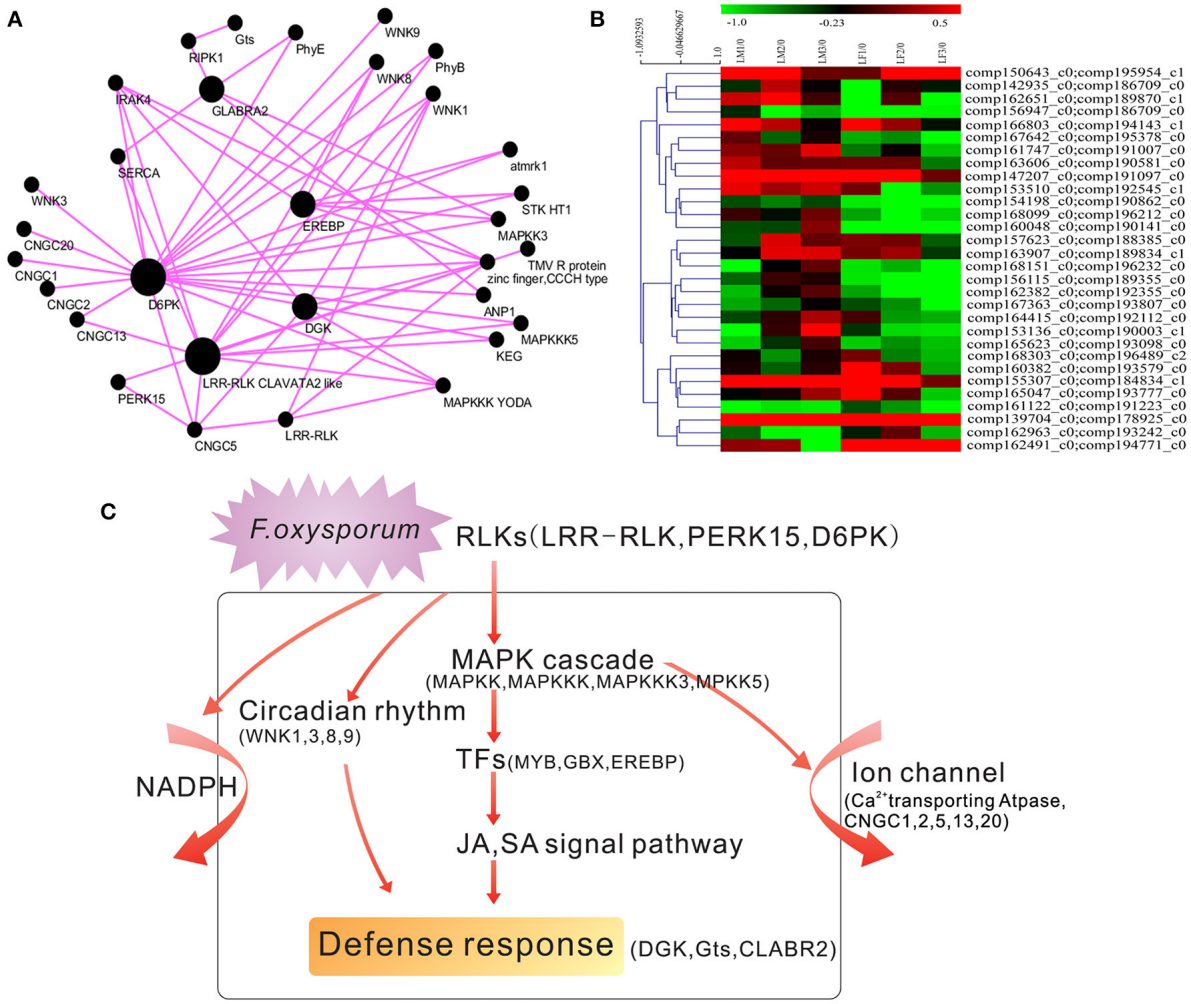
**Hub gene identification and model for the defense response in ***V. montana***. (A)** Identification of resistance-related hub genes in *V. montana* responding to *F. oxysporum*. The connections were drawn using Cytoscape. The genes with a weighted cutoff value >0.50 are shown. Each node represents a gene. Black nodes indicate hub genes. Bigger nodes indicate more connections. **(B)** Expression patterns of pairs of hub genes in the two species during infection with *F. oxysporum*. **(C)** A model to describe the major molecular reactions underlying the defense responses to *F. oxysporum* in resistant *V. montana*.

Among the top 50 hub genes, the expression modes of Gts, the proline-rich receptor-like protein kinase PERK15 and an EREBP-like factor in *V. fordii* and *V. montana* were significantly and positively correlated during the infection (correlation coefficient *r* > 0.65, *p* < 0.05). However, the expression of the homeobox-leucine zipper protein GLABRA2 was significantly negatively correlated between the two species (correlation coefficient *r* < −0.65, *p* < 0.05). 

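The receptor kinase PERK15, of a proline-rich class that senses the cell wall, was at 5.99 ± 3.13, 15.5 ± 10.1, 7.35 ± 3.20 and 5.23 ± 1.69 FPKM (SD, n = 3) from M0 to M3 (comp166803_c0), and at 9.96 ± 2.88, 14.1 ± 9.08, 11.4 ± 6.46 and 8.18 ± 2.83 FPKM from F0 to F3 (comp194143_c1). Over the 12 stage and letter matched libraries the PERK15 pair had a Pearson correlation of 0.76 (permutation p = 0.00345, adjusted p = 0.0224 by Benjamini-Hochberg over 13 hub pairs; 0.795 without the 2 farthest libraries) and a Spearman correlation of 0.69 (p = 0.0172, adjusted p = 0.0558 by Benjamini-Hochberg). The EREBP pair had a Pearson correlation of 0.62 (p = 0.0291, adjusted p = 0.0944 by Benjamini-Hochberg; 0.421 without the 2 farthest) and a Spearman correlation of 0.72 (p = 0.0107, adjusted p = 0.0463 by Benjamini-Hochberg). Over the same 12 libraries the Gts pair had a Pearson correlation of 0.34 (permutation p = 0.282, adjusted p = 0.458 by Benjamini-Hochberg; 0.409 without the 2 farthest) and a Spearman correlation of 0.37 (permutation p = 0.239, adjusted p = 0.388 by Benjamini-Hochberg). The *V. fordii* Gts unigene comp184834_c1 went from 2.64 ± 1.14 FPKM at F0 to 10.5 ± 4.67 at F1 (log2 change 2.15, SE 0.70, adjusted p = 0.0761 from edgeR), 5.41 ± 0.884 at F2 and 2.84 ± 0.433 at F3. The EREBP partner used here is the comp179159_c0 of Table S6, while Fig. 6B shows comp178925_c0 beside that hub, a pair not analysed here. Over the 4 stage means the correlations were 0.93 for PERK15, 0.89 for EREBP and 0.26 for Gts, and the Gts pair, of the positive pairs of Table S4, passed 0.65 with the counts of M1L in the M1 mean and log2 of the mean plus 0.1, chosen after seeing the values. The sources do not say that the letters H, L and I1 pair anything across the species, and the permutations treat the 12 libraries as independent. Only the 4 stages are shared by design, so these p can be too small. The hubs were chosen on these samples.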

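The GLABRA2-type HD-Zip pair (comp142935_c0 in *V. montana*, comp186709_c0 in *V. fordii*) had a Pearson correlation of 0.22 over the 12 matched libraries (permutation p = 0.481, adjusted p = 0.568 by Benjamini-Hochberg over the hub pairs; 0.0934 without the 2 farthest libraries) and a Spearman correlation of 0.20 (p = 0.545, adjusted p = 0.590 by Benjamini-Hochberg). Over the 4 stage means it was 0.72, and with the counts of M1L in the M1 mean and log2 of the mean plus 0.1, chosen after seeing the values, it lay below −0.65, as did all 157 negative pairs of Table S4, to which it belongs. In *V. montana* the unigene was highest at M2 and in *V. fordii* at F0.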

Genes with higher connectivity tended to have a stronger correlation with resistance to *F. oxysporum*, suggesting a potentially important role of highly connected genes (hub genes) in the resistance of *V. montana* to *F. oxysporum*.

The expression patterns of the hub genes were analyzed in the two species during infection with *F. oxysporum* according to their FPKM values. 

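The death-associated protein kinase hub was at 82.2 ± 33.9, 30.6 ± 14.3, 35.2 ± 9.27 and 52.9 ± 13.8 FPKM (SD, n = 3) from M0 to M3 (comp146601_c0), and its *V. fordii* partner comp186498_c0 was at 7.85 ± 2.46, 29.2 ± 16.4, 22.0 ± 6.45 and 1.93 ± 1.08 FPKM from F0 to F3. Kinases of this family act in calcium signalling. The log2 change from stage 0 was lower in *V. montana* than in *V. fordii* by 3.10 at stage 1 (SE 0.64, adjusted p = 0.00433 from limma on log2(FPKM + 1)) and by 2.53 at stage 2 (SE 0.64, adjusted p = 0.0110 from limma), over 39 tests, and at stage 3 the difference had the other sign and did not pass (*V. montana* minus *V. fordii* 1.05, SE 0.64, adjusted p = 0.308 from limma). For the MAP kinase kinase kinase MAPKKK12, at 5.40 ± 0.511 FPKM at M0 and 5.65 ± 2.24 at M1 (comp166401_c0) and at 1.91 ± 0.669 at F0 and 14.0 ± 5.26 at F1 (comp195712_c0), it was lower by 2.33 at stage 1 (SE 0.59, adjusted p = 0.0110 from limma), with −0.92 at stage 2 (adjusted p = 0.308 from limma) and −0.06 at stage 3 (adjusted p = 0.943 from limma). There were 13 hub pairs with a partner. The *V. montana* mean lay above stage 0 while the *V. fordii* mean lay below it in 1 pair at stage 1, 2 at stage 2 and 0 at stage 3. The reverse held in 2, 1 and 1. These are directions of mean FPKM, whatever the spread. Both pairs at stage 2, Myb and HD-Zip, had an edgeR log2 change just under 0 in *V. montana* (−0.02048 and −0.02087). Of the reverse pairs at stage 1, HSP90 was near zero in both species (0.003333 FPKM at M1 and 0.01 at F1). Called by edgeR, 1, 2 and 1 hubs were induced in *V. montana* and 3, 2 and 3 in *V. fordii*. In *V. fordii* 0, 0 and 1 were repressed, and no pair was induced in *V. montana* and repressed in *V. fordii*. Every hub induced at F3 (comp169461_c0, comp171833_c1 and comp183115_c5) was at 0 FPKM at F0. So were comp169461_c0, called at F1, and comp183115_c5, called at F2. In *V. montana* comp158387_c0, induced at M2, was at 0 FPKM at M0. HSP90, induced at M2 and M3, was at 0.006667 FPKM at M0. The other induced hubs, EREBP and MAPKKK12, were not near zero at stage 0. Of all these hub calls, the 9 in *V. fordii* became 2, 1 and 1 without F0 H, L and I1 and 5 without F1 I1. The 4 in *V. montana* became 0, 1 and 1 without M0 H, L and I1. They became 2 without M1 I1, 0 without any of M2 H, L or I1 and 1 without M3 I1. The stage 1 difference of the death-associated kinase lost its call without the H or I1 libraries (−2.84 and −2.45), that of stage 2 likewise (−2.23 and −2.09), and that of MAPKKK12 without H, L or I1 (−2.05, −2.20 and −2.74). The study chose these hubs on the same samples.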

The expression of 30 of hub genes showed induction in *V. montana* but repression in *V. fordii* during infection with the pathogen *F. oxysporum* (Figure 6B).

To functionally classify these significant genes, we observed the enrichment of these genes in several KEGG pathways. Significant pathways included the MAPK signaling pathway, plant-pathogen interaction, circadian rhythm, the calcium signaling pathway and apoptosis. Hierarchical clustering revealed major modules that exhibited totally different expression patterns during the infection process. Enrichment for these categories indicated that the KEGG pathways described above play a major role in driving transcriptional variation among *Vernicia* species infected with *F. oxysporum*.

### Evolution analysis reveal conservation and diversification between *Vernicia* orthologs

To define the molecular evolution of orthologous genes shared by *V. fordii* and *V. montana*, particularly genes undergoing purifying or positive selection, we calculated the ratio of synonymous (Ks) and non-synonymous (Ka) substitution rates (Ka/Ks) for each pair of orthologous genes (Yang and Bielawski, 2000). Ka/Ks = 1 signifies neutral evolution, Ka/Ks > 1 is a sign of positive (adaptive) selection, and Ka/Ks < 1 is a sign of negative (purifying) selection. Our results showed that the mean value of Ka/Ks for orthologous gene pairs was 3.32. The majority of sequences (90.17%, 6020/6676) had a Ka/Ks ratio of <1, while a small portion of genes (9.83%, 656/6676) had a Ka/Ks ratio of >1, suggesting that most of the orthologous genes are undergoing purifying selection. We also identified 208 sequences under accelerated evolution, with ratios of Ka/Ks > 1 and *p*-value < 0.05, among which 167 sequences showed ratios of Ka/Ks > 2 and *p*-value < 0.05 (Supplemental Table S6). These fast-evolving transcripts may be useful for identifying genes that perhaps strongly underwent positive selection during the evolutionary process and that may be responsible for speciation in the Camellia lineage. Notably, the proline-rich receptor-like protein kinase PERK15 was not only significantly positively correlated between *V. fordii* and *V. montana* during *F. oxysporum* infection, but it also had a Ka/Ks ratio of >1.

### Hypothesized molecular reactions in resistant *V. montana* responding to *F. oxysporum*

*F. oxysporum*, a hemi-biotrophic root pathogen, infects a number of plants, including cotton, tomato and banana. Some *Arabidopsis* mutants with impaired jasmonic acid (JA) signaling are more susceptible to other pathogens but show strong resistance to *F. oxysporum* (Anderson et al., 2004; Kidd et al., 2009). This result suggests that *F. oxysporum* disguises itself as a beneficial microbe, activating the JA pathway to gain entry into the cell as a hemi-biotrophic pathogen (Chen et al., 2014a).

The LRR-RLK2 CLAVATA was defined as a main hub gene in our study. Thus, hierarchical clustering of the expression modes of all pairs of LRR-RLKs in *V. fordii* and *V. montana* was conducted (Supplemental Figure S6). At the bottom of the hierarchical clustering, the expression of a small set of LRR-RLKs was induced in *V. montana* but repressed in *V. fordii*. LRR-RLKs have been reported to have key roles in pathogen recognition, and they may lead to the activation of ion channels, the NADPH oxidase complex and MAPK cascades after trans-phosphorylation and phosphorylation events (Yang et al., 2012). Similarly, we conducted gene enrichment analysis on 450 unigenes and also clearly identified the above pathways (Figure 5). Moreover, enrichment analysis of the top genes indicated roles for the MAPK signaling pathway, plant-pathogen interaction, circadian rhythm, the calcium signaling pathway and apoptosis during *F. oxysporum* infection of *V. montana*. Based on our results, we propose a model to describe the major molecular reactions that underlie the defense responses of resistant *V. montana* to *F. oxysporum* (Figure 6C). Upon attack by *F. oxysporum*, protein kinases, such as LRR-RLK CLAVATA, PERK15 and D6PK, act as a first line of defense against the pathogen. A series of signal transduction pathways, including the MAPK, JA, and SA signaling pathways, are then initiated. Meanwhile, circadian rhythms, NADPH and ion channels are activated by receptor like kinases (RLKs) in the plasma membrane. Furthermore, transcription factors, such as Myb, GBS, and EREBP, are activated, thereby finally inducing the expression of a series of defense-related genes, including DGX, Gts, CLABR2, and others. There appears to be some crosstalk in the signaling pathways.

## Accession numbers

The datasets supporting the conclusions of this article are available in the NCBI GEO repository under accession number GSE80228. http://www.ncbi.nlm.nih.gov/gds/

## Author contributions

YC conceived the original screening and research plans; YW supervised the experiments; YC performed most of the experiments; MG, HZ, and QZ provided technical assistance to YC; YC, HY designed the experiments and analyzed the data; YC conceived the project and wrote the article with contributions of all the authors; HY, YW supervised and complemented the writing.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplemental Figure S1 **The top BLAST species hits with homology to *V. fordii* (A)** and *V. morntana* **(B)** according to the transcript annotation.

Supplemental Figure S2 **Pearson's correlation heat map of the unigenes (FPKM) of all the samples (n = 3) in *V. fordii* and *V. montana*. F, *V. fordii*; M, *V. Montana***.

Supplemental Figure S3 **A volcano plot using a fold change difference for differential expressed genes in *V. fordii* and *V. montana***.

Supplemental Figure S4 **A high proportion of orthologous genes exhibited similar expression patterns using *k-means* clustering of one-to-one orthologous unigene pairs according to the gene expression profiles in *V. montana* (M) and *V. fordii* (F) infected with the pathogen *F. oxysporum***. The differential expression modes were classified into 20 clustersin *V. montana*, and the corresponding orthologous genes in *V. fordii* were analyzed for their expression modes (the other four clusters expressed significantly different were shown in Figure 3).

Supplemental Figure S5 **Verification of the expression profiles of 21 pairs of unigenes by real-time quantitative RT-PCR**. X-axis represented the different stage of *F. oxysporum* infection. 0, the stage before infection; 1, the early stage of infection with *F. oxysporum*; 2; the middle stage of infection with *F. oxysporum*; 3, the late stage of infection with *F. oxysporum*. The left Y-axis represented the expression level (2^−ΔΔ*CT*^ value) of genes. The right Y-axis represented the expression level of genes according to the FPKM value. The blue solid line represented the expression level (2^−ΔΔ*CT*^) of genes in *V. montana* (M) using qPCR; the blue dotted line represented the expression level of genes in *V. montana* (M) according to the FPKM value; the red real line represented the expression level (2^−ΔΔ*CT*^) of genes in *V. fordii* (F) using qPCR; the red dotted line represented the expression level of genes in *V. fordii* (F) according to the FPKM value.

Supplemental Figure S6 **Comparative expression patterns of pairs of LRR-RLK genes between susceptible *V. fordii* and resistant *V. montana* underlying the response to attack by *F. oxysporum***.

Supplemental Table S1 **Primer sequences of genes amplification and qPCR in the study**.

Supplemental Table S2 **Output statistics of sequencing and mapping stats for each sample stage in *V. fordii* and *V. montana* infected with *F. oxysporum***.

Supplemental Table S3 **Statistical analysis on the k mean clusters of orthologous genes in *V. fordii* and *V. montana***.

Supplemental Table S4 **The list of genes with significantly correlated expression between *V. fordii* and *V. montana* using a two-sample *t*-test (correlation coefficient *r* > 0.65 or *r* < −0.65, *p* < 0.05)**.

Supplemental Table S5 **Identification of the top 50 hub genes with a raised weighted cutoff value >0.50**.

Supplemental Table S6 **The molecular evolution of orthologous genes between *V. fordii* and *V. montana* under accelerated evolution with ratios of Ka/Ks>1 and *p* < 0.05**.

# Supplementary material for: Comparative Transcriptomics Atlases Reveals Different Gene Expression Pattern Related to Fusarium Wilt Disease Resistance and Susceptibility in Two Vernicia Species
**Source:** Front Plant Sci. 2016 Dec 27;7:1974. doi: 10.3389/fpls.2016.01974
**Supplement:** Supplemental Figure S5 — Verification of the expression profiles of 21 pairs of unigenes by real-time quantitative RT-PCR. X-axis represented the different stage of F. oxysporum infection. 0, the stage before infection; 1, the early stage of infection with F. oxysporum; 2; the middle stage of infection with F. oxysporum; 3, the late stage of infection with F. oxysporum. The left Y-axis represented the expression level (2−ΔΔCT value) of genes. The right Y-axis represented the expression level of genes according to the FPKM value. The blue solid line represented the expression level (2−ΔΔCT) of genes in V. montana (M) using qPCR; the blue dotted line represented the expression level of genes in V. montana (M) according to the FPKM value; the red real line represented the expression level (2−ΔΔCT) of genes in V. fordii (F) using qPCR; the red dotted line represented the expression level of genes in V. fordii (F) according to the FPKM value.

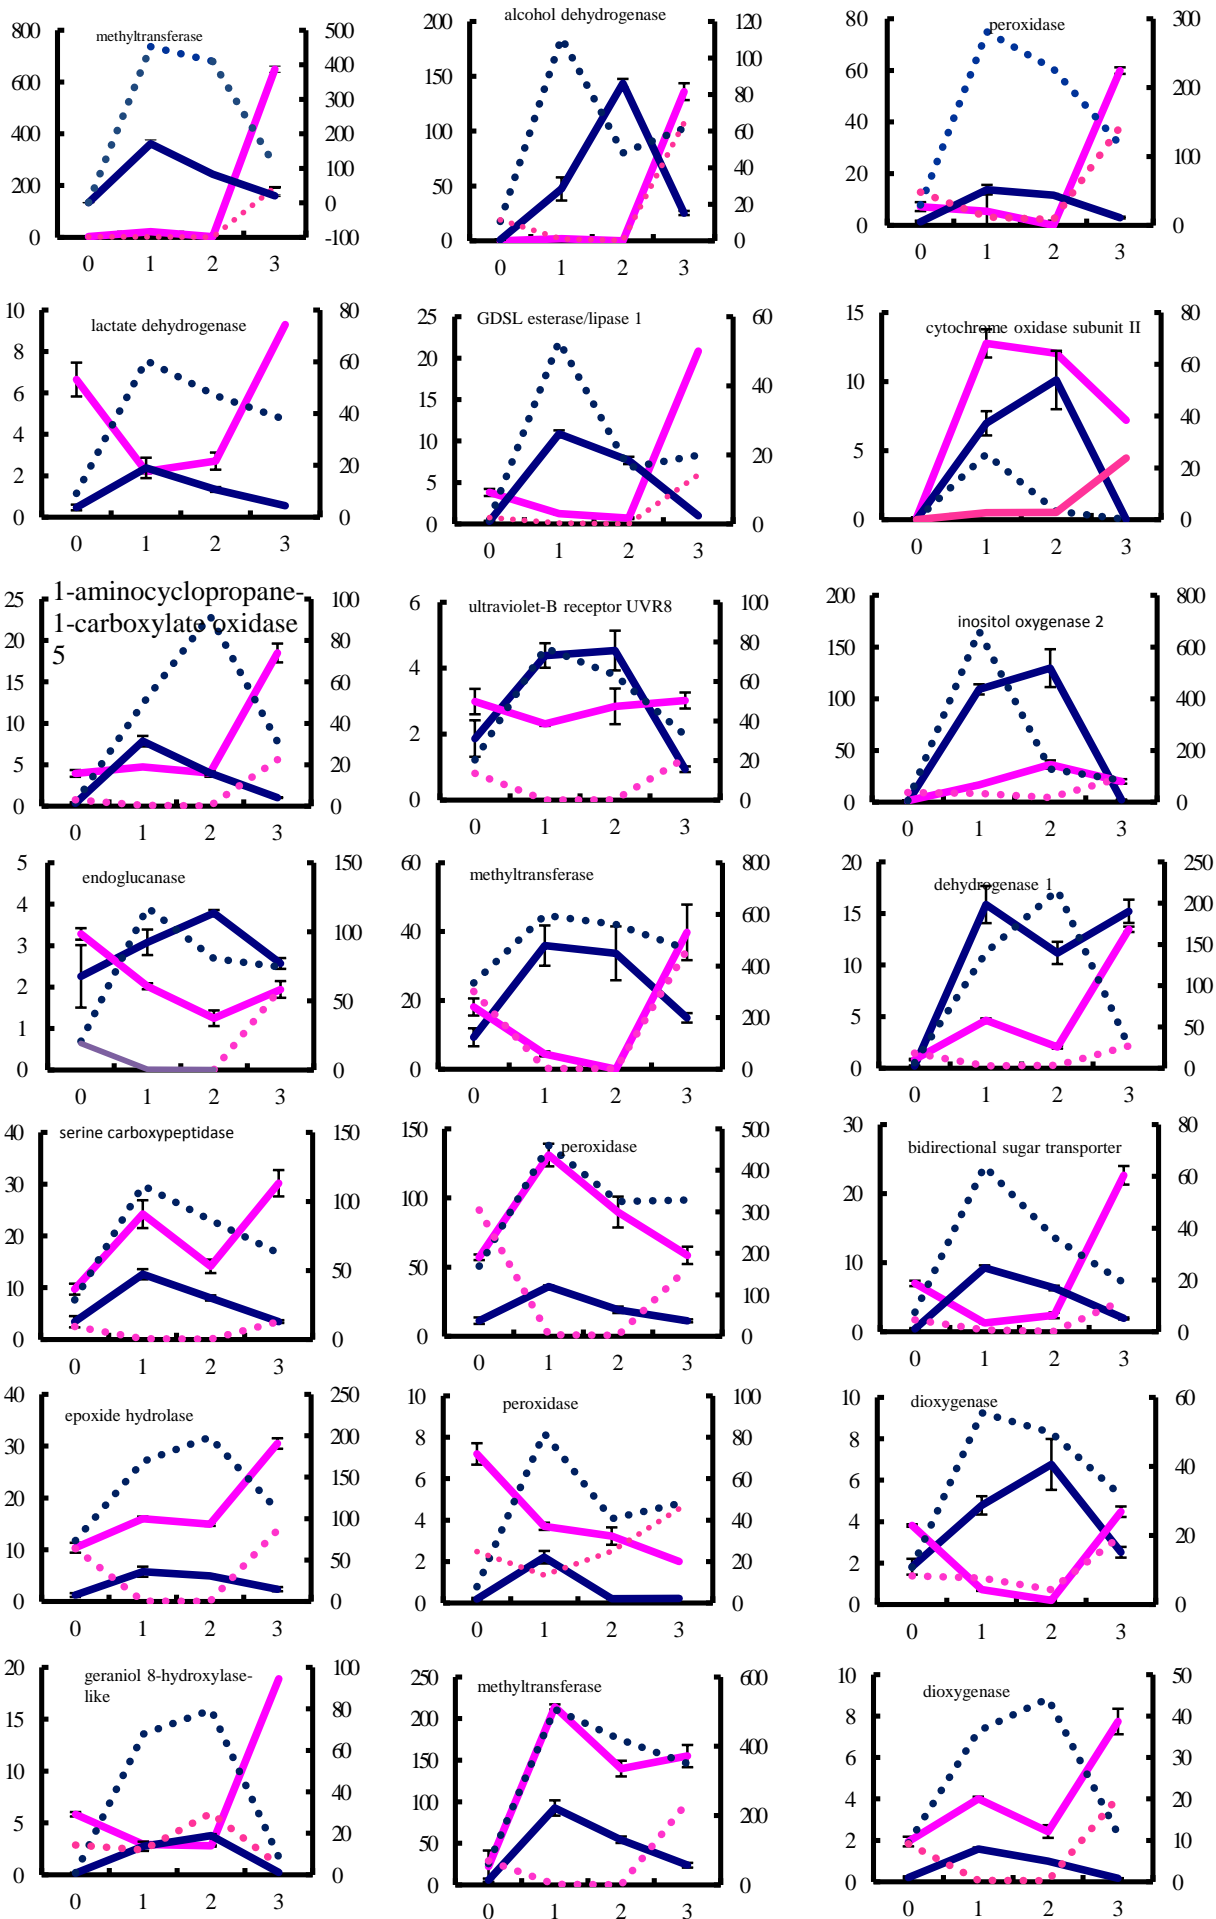

Supplemental Figure S5. Verification of the expression profiles of 21 pairs of unigenes in *V. fordii* and *V. montana* by real-time quantitative RT-PCR. The blue solid line represented the expression level ( $2^{-\Delta\Delta^{CT}}$ ) of genes in *V. montana* using qPCR; the blue dotted line represented the expression level of genes in *V. montana* (M) according to the FPKM value; the red solid line represented the expression level ( $2^{-\Delta\Delta^{CT}}$ ) of genes in *V. fordii* (F) using qPCR; the red dotted line represented the expression level of genes in *V. fordii* (F) according to the FPKM value.

# Supplementary material for: Comparative Transcriptomics Atlases Reveals Different Gene Expression Pattern Related to Fusarium Wilt Disease Resistance and Susceptibility in Two Vernicia Species
**Source:** Front Plant Sci. 2016 Dec 27;7:1974. doi: 10.3389/fpls.2016.01974
**Supplement:** Supplemental Figure S6 — Comparative expression patterns of pairs of LRR-RLK genes between susceptible V. fordii and resistant V. montana underlying the response to attack by F. oxysporum.

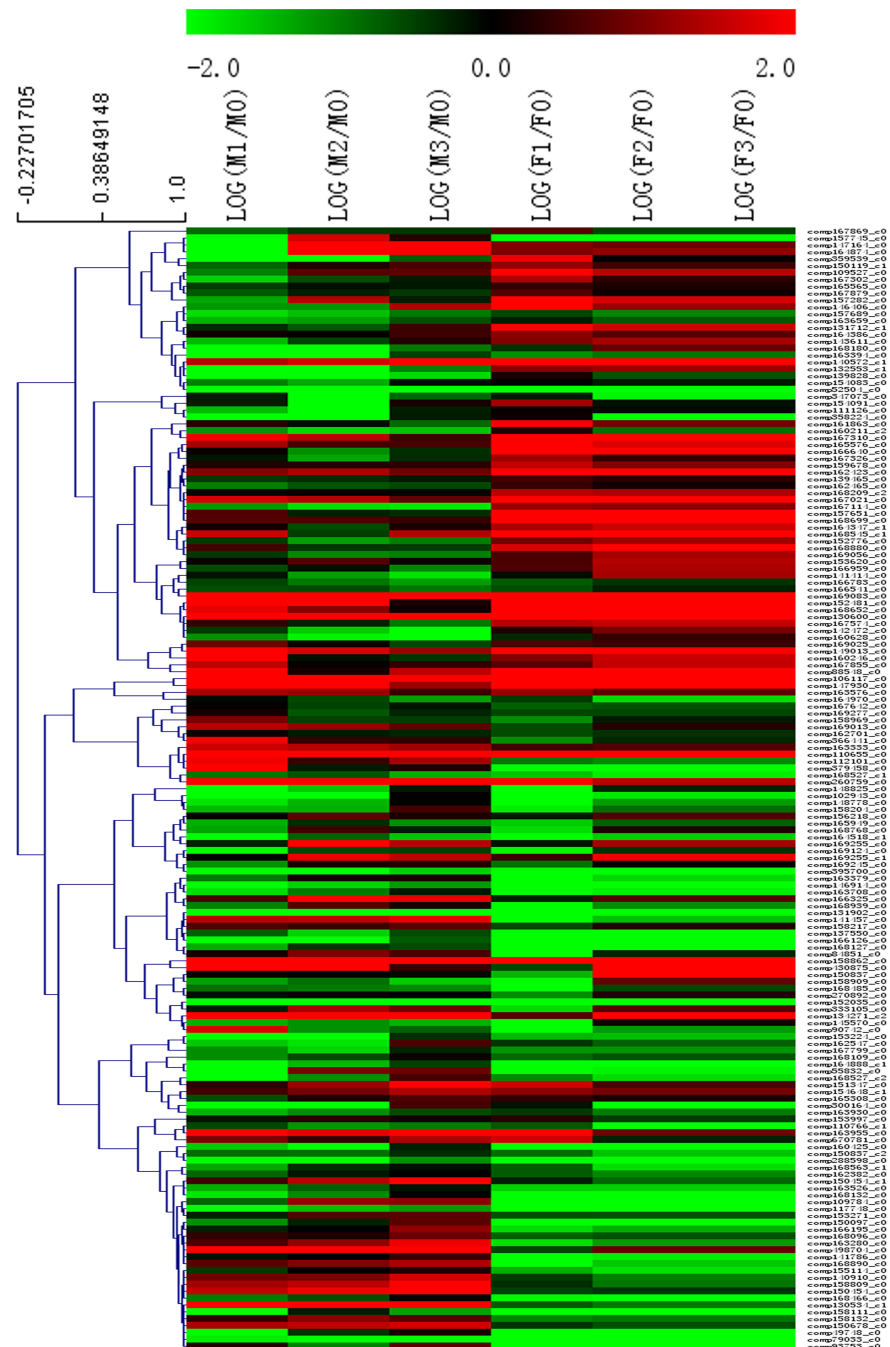

Supplemental Figure S6. Comparative expression patterns of pairs of LRR-RLK genes between susceptible *V. fordii* and resistant *V. montana* underlying the response to attack by *F. oxysporum*.

# Supplementary material for: Comparative Transcriptomics Atlases Reveals Different Gene Expression Pattern Related to Fusarium Wilt Disease Resistance and Susceptibility in Two Vernicia Species
**Source:** Front Plant Sci. 2016 Dec 27;7:1974. doi: 10.3389/fpls.2016.01974
**Supplement:** Supplemental Table S1 — Primer sequences of genes amplification and qPCR in the study.

Supplemental Table S1 Primer sequences of genes amplification and qPCR in the study.

| Primer names | Primer sequences (5'-3') | Annealing  temperature | Amplicons length(bp) |
| --- | --- | --- | --- |
| *ITS(*internal transcribed spacer*)* | TCCGTAGGTGAACCTGCGG / TCCTCCGCTTATTGATATGC | 55°C | 500 |
| *EF-1a(translation elongation factor alpha)* | ATGGGTAAGGAAGACAAGAC / GGAAGTACCAGTGATCATGTT | 55°C | 500 |
| *Cytochrome P450* | ACTCCATAGAAATCGCAAACT / CGGCAGATGAAACTACAAG | 80.8 | 179 |
| *PR-4-like* | TTTCTCATAGGTAGGGGCAAT / GAAGGCGGTCCATCCATATT | 84.6 | 171 |
| *chitinase* | TCCTGGCAAGCAGTATTACGG / CGAGGGCTTTGGAGATTGTG | 83.4 | 184 |
| *EREBP-like factor* | TTTAGGATGCGTGGCTCTAAG / CGCATTCCGATTCTGATTGTG | 82.5 | 178 |
| *LRR RLK CLAVATA3* | TATGGTCTAATGGCTAATCTG / GCCTTCGGTGATATTCA | 77.9 | 193 |
| *osmotin* | ACCCAACTCCGGCTTC / TGTAGCGCAGTGGAATTGACC | 88.1 | 154 |
| *salicylic acid-binding protein 2-like* | CCGGGTCCATCCTACAAT / CCAAAGTTGTTGCCAATGTCC | 80.9 | 196 |
| *receptor-like serine/threonine-protein kinase* | TTCTTCTGGAGATCCCATTT / GTAAACCATCCTTTGCCTC | 52.15 | 151 |
| *alcohol dehydrogenase* | AGTGGAATAGGCGAAAG / TCACATGTTACATCGCAATGA | 78.9 | 152 |
| *methyltransferase* | CACCATTTGTAGGCGTAT / GATATATAAGTTTCGGATGGA | 75.7 | 152 |
| *alcohol dehydrogenase 1* | CTAGCACAGCTGGTCAGGTTA / TGATTGTCCCTTAGCTTCC | 85.2 | 179 |
| *peroxidase* | CCAGCACCCACTTCTAACA / GATCTTGGGTTGGATATAGAC | 85.2 | 151 |
| *lactate dehydrogenase* | CAGATCCCAGGCGAGTCTAGG / CCCGATAACCCGATTGGATG | 83.7 | 183 |
| *GDSL esterase/lipase 1* | AAAGGAGAAACTAGGCGATGA / GCCAATAACCATTCCGACGAA | 80.6 | 157 |
| *cytochrome oxidase subunit II* | GCTAAAGCTCACCCGTTA / GGGCAGCCTACTACTTAAGAT | 79.2 | 160 |
| *1-aminocyclopropane-1-carboxylate oxidase 5* | GAGAACTTGGGTTTCGATTAC / GCATTTGGGTCAGTATGTCC | 81.1 | 172 |
| *ultraviolet-B receptor UVR8* | TTTGCGGCCATCGTTAATCAT / GAGGGCGAGAGTATGCGATTC | 84.7 | 198 |
| *ultraviolet-B receptor UVR8* | TTCTGGTGCCCAAATCTACA / CCCATATTCTTCTCGCATCTT | 81 | 191 |
| *Actin7a* | CGATGAAGCACAGTCCAAAAG/GTTGAGAGGAGCCTCAGTG | 58.8 | 170 |

# Supplementary material for: Comparative Transcriptomics Atlases Reveals Different Gene Expression Pattern Related to Fusarium Wilt Disease Resistance and Susceptibility in Two Vernicia Species
**Source:** Front Plant Sci. 2016 Dec 27;7:1974. doi: 10.3389/fpls.2016.01974
**Supplement:** Supplemental Table S2 — Output statistics of sequencing and mapping stats for each sample stage in V. fordii and V. montana infected with F. oxysporum.

Supplementary Table S2 Output statistics of sequencing and mapping stats for each stage samples in *V. fordii* and *V. montana* infencted with *F. oxysporum*

| **Sample** | **Raw Data Reads** | **Raw Data Base(Gb)** | **Valid Data Read** | **Valid Data Base(Mb)** | **Valid%** | **Q20%** | **Q30%** | **GC%** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| F0 | 47271474 | 5.9 | 46604130 | 5.8 | 98.59 | 95.80 | 91.94 | 42.65 |
| F0 | 67015042 | 8.4 | 66515356 | 8.3 | 99.25 | 100 | 100 | 44.30 |
| F0 | 29721888 | 3.7 | 29272386 | 3.7 | 98.49 | 94.95 | 90.39 | 43.59 |
| F1 | 31706024 | 3.0 | 31347672 | 3.9 | 98.87 | 95.48 | 91.22 | 44.04 |
| F1 | 63944758 | 8.0 | 63432696 | 7.9 | 99.20 | 100 | 100 | 44.18 |
| F1 | 29973398 | 3.7 | 29620658 | 3.7 | 98.82 | 95.39 | 91.10 | 42.61 |
| F2 | 30190630 | 3.8 | 29482698 | 3.7 | 97.66 | 95.88 | 92.04 | 42.69 |
| F2 | 64798458 | 8.1 | 64285262 | 8.0 | 99.21 | 100 | 100 | 44.41 |
| F2 | 29414036 | 3.7 | 28992470 | 3.6 | 98.57 | 94.79 | 90.03 | 43.20 |
| F3 | 29638854 | 3.7 | 29419992 | 3.7 | 99.26 | 95.06 | 90.48 | 45.47 |
| F3 | 64607354 | 8.1 | 64236976 | 8.0 | 99.43 | 100 | 100 | 45.95 |
| F3 | 33613298 | 4.2 | 33211792 | 4.2 | 98.81 | 94.77 | 90.11 | 44.37 |
| M0 | 42908608 | 5.4 | 42329318 | 5.3 | 98.65 | 95.63 | 91.48 | 42.63 |
| M0 | 67365500 | 8.4 | 66859072 | 8.4 | 99.25 | 100.00 | 100.00 | 43.98 |
| M0 | 41658080 | 5.2 | 41093632 | 5.1 | 98.65 | 95.08 | 90.63 | 44.22 |
| M1 | 41020054 | 5.2 | 39967224 | 5.0 | 97.43 | 96.37 | 93.10 | 43.60 |
| M1 | 66257284 | 8.3 | 65782492 | 8.2 | 99.28 | 100.00 | 100.00 | 44.87 |
| M1 | 39510126 | 4.9 | 39077922 | 4.9 | 98.91 | 95.35 | 91.08 | 42.84 |
| M2 | 30866850 | 3.9 | 30558196 | 3.8 | 99.00 | 94.76 | 89.87 | 43.32 |
| M2 | 66689614 | 8.4 | 66242736 | 8.3 | 99.33 | 100.00 | 100.00 | 45.13 |
| M2 | 32928438 | 4.1 | 32451888 | 4.1 | 98.55 | 95.97 | 92.26 | 43.03 |
| M3 | 37307274 | 4.7 | 36548912 | 4.6 | 97.97 | 95.96 | 92.27 | 43.30 |
| M3 | 64703606 | 8.1 | 64240712 | 8.0 | 99.28 | 100.00 | 100.00 | 44.11 |
| M3 | 34427796 | 4.3 | 34029072 | 4.3 | 98.84 | 95.14 | 90.69 | 44.22 |

Q20: percentage is the proportion of nucleotides with a quality value ≥20 in reads.

Q30: percentage is the proportion of nucleotides with a quality value ≥30 in reads.

# Supplementary material for: Comparative Transcriptomics Atlases Reveals Different Gene Expression Pattern Related to Fusarium Wilt Disease Resistance and Susceptibility in Two Vernicia Species
**Source:** Front Plant Sci. 2016 Dec 27;7:1974. doi: 10.3389/fpls.2016.01974
**Supplement:** Supplemental Table S6 — The molecular evolution of orthologous genes between V. fordii and V. montana under accelerated evolution with ratios of Ka/Ks>1 and p < 0.05.

Supplemental Table S6 Annotation to 92 sequences under accelerated evolution with rations of Ka/Ks>1 and pvalue < 0.05

How the deposited data were processed for this re-analysis (not part of the article)

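Root RNA of *V. fordii* and *V. montana* at stage 0 and at 2, 8 and 13 days after inoculation was analysed from 24 libraries, 3 per stage and species. The deposited file of each species gives, per unigene and library, an estimated count with decimals, a TPM and an FPKM, as the authors made them from a Trinity assembly of the species' libraries; the FPKM deposited is named rpkm in the file and FPKM in the paper, and the TPM deposited was not used. The aligner and the counter are not given in the sources used here. The estimated counts deposited were rounded to whole numbers for the tests. The design fixed before the data were examined named limma for FPKM values and edgeR for counts, and as counts were present edgeR was used.

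For each species, edgeR 4.0.16 (R 4.3.3) fitted stage to the 12 libraries with TMM factors and glmQLFit without the robust option, leaving 8 residual degrees of freedom, over unigenes with at least 1 FPKM in at least 3 libraries. Calls needed an adjusted p under 0.05 (Benjamini-Hochberg) and more than 2-fold, and the SE of a log2 change is its size over the square root of F. DESeq2 1.42.0 and limma 3.58.1 were run beside it. Differences between species in hub pairs were tested with limma on log2(FPKM + 1). Correlations of hub pairs have p from 100000 permutations, adjusted over 13 pairs, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9 and tables read in R with data.table 1.17.8.

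Alternatives were a filter at 5 FPKM, no filter, median-centred libraries, an unadjusted p, an adjusted p under 0.01, the replicate letter as a block, 2 groups alone and each library left out; limma on log2 FPKM, the robust spread, the fit without the I1 libraries and the counts of M1L in Tables S4 and S5 were added after seeing the data. The counts of a library, sum to 19829858 at the least, and after thinning every library to 18000000 counts they detect 41697 to 108560 unigenes in *V. fordii* and 47687 to 84185 in *V. montana*. The common dispersion was 1.77 in *V. fordii* and 1.74 in *V. montana*, so small changes are rarely called.

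The analysis was tested on simulated data with 200 changed unigenes, 50 per fold size, for F1 vs F0 and M1 vs M0 only. The folds were extended to 64 and 256 because few calls were made at 4 and 16. For F1 vs F0, over 97661 unigenes, edgeR recovered 0 of 50 at 4-fold, 2 at 16-fold, 9 at 64-fold and 22 at 256-fold with 6 false calls, DESeq2 1, 12, 21 and 32 with 688 false calls, and limma 0, 1, 9 and 20 with 1. For M1 vs M0, over 79712 unigenes, edgeR recovered 0, 2, 6 and 10 with 1 false call, DESeq2 3, 13, 23 and 31 with 550, and limma 0, 2, 13 and 16 with 3. No sign was wrong. The simulated counts were drawn with the spread that edgeR estimated, around 1 mean rate per unigene and without a shared deviation of the I1 libraries. The false calls of each tool in the real data can therefore differ from these numbers.

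Named genes were, for each comparison of successive stages, up to 10 induced and 10 repressed unigenes with the largest change among those called, with libraries apart, at least 5 FPKM and a named protein; the hubs and the pairs whose annotation the paper names; and up to 4 called members per gene list. Values in the tables of the study had been seen. The files hold no annotation, so names come from Tables S4 and S6 (206 of 450 pairs of Table S4 have one). Of 31 gene lists 11 had no member (pathogenesis-related proteins, LRR receptor-like kinases, NBS-LRR, WRKY, NAC, salicylic acid, respiratory burst and calcium, aquaporins, photosynthesis, fungal and bacterial annotation). Sets of at least 5 tested members were tested with limma's camera, which leaves the ribosomal list. GO classes, the co-expression network, the clustering and qPCR were not analysed here.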

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

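The tests of depth and of another organism given here were chosen after the result was seen; the tests of species differences were not.

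The 3 differences between the species listed here passed a test of the difference itself (limma on log2(FPKM + 1), 39 tests). The change of the death-associated protein kinase from stage 0 was lower in *V. montana* by a log2 difference of −3.10 at stage 1 and −2.53 at stage 2, and that of MAPKKK12 by −2.33 at stage 1. At stage 3 the difference of the first was 1.05, with the other sign, and did not pass. The first 2 are past the threshold only with the H and the I1 libraries in the test (−2.84 and −2.45 without them at stage 1, −2.23 and −2.09 at stage 2), and the third only with all letters (−2.05, −2.20 and −2.74 without H, L and I1).

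A signal outside the unigenes the paper discusses is that 23765 unigenes with a count of 0 in all F0 libraries were induced at F3, where all unigenes at 0 in F0 hold 13.1%, 7.41% and 13.1% of the counts of the H, L and I1 libraries. The number of all calls at F3 fell to 2717, 2918 and 2896 without F0 H, L and I1, to 5735 without F3 H and to 7011 without F3 I1. A difference in depth is argued against, since after thinning to 18000000 counts the F3 library with the fewest unigenes detected 81885 and the F0 library with the most 59921. RNA of another organism in inoculated roots may contribute: 36 of the 37 ribosomal protein pairs of Table S4 were under 1 FPKM at stage 0 in both species and at 1 or more later, but the study chose these pairs and no annotation used here gives the organism. A response of the root itself stays open as well, and the 2 cannot be told apart for these unigenes.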

How the results depend on the processing

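The fits with limma on log2(FPKM + 0.1), with the robust estimate of the spread and without the 4 I1 libraries were chosen after seeing the data. So were the logarithms of stage means in Table S4 and each value made with the counts of M1L. Limma on log2(FPKM + 1) was named beforehand for FPKM values, and its use beside edgeR was added after seeing the data. The other settings were fixed before the data were examined. No call of a named gene changed its sign under any setting run. The balance of induced and repressed unigenes did turn from F2 to F3 (487 and 727), with an unadjusted p (13534 and 6507), the replicate block (2024 and 1660), DESeq2 (8615 and 2769), limma on log2(FPKM + 1) and log2(FPKM + 0.1) (15320 and 5696, 14018 and 5900), without the 4 I1 libraries (732 and 490) and without F2 I1 (1235 and 606). It also turned with limma on log2(FPKM + 1) for F1 vs F0 (5389 and 6402), F2 vs F0 (3635 and 3792) and M3 vs M2 (21 and 293), with limma on log2(FPKM + 0.1) (7 and 49) and an unadjusted p (1434 and 1582) for M3 vs M2, with median-centred libraries for M1 vs M0 (401 and 484), and for M3 vs M0 without M0 H (74 and 94) and M0 I1 (144 and 147). The numbers of unigenes called moved by more than 1.5 times in most settings, and the cause was not tested unless given.

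The counts given here are all calls of a comparison, and for the hubs and lists all calls against stage 0. Without any change, a share of 0.05 of the 97661 tested unigenes of *V. fordii* and of the 79712 of *V. montana* is expected at an unadjusted p under 0.05. At an unadjusted p under 0.05 the calls were 33488 for F1 vs F0, 7574 for F2 vs F1, 20041 for F3 vs F2, 30223 for F2 vs F0, 13261 for M1 vs M0, 13748 for M2 vs M1, 3016 for M3 vs M2, 22542 for M2 vs M0, 19898 for M3 vs M0, 22 for the hubs of *V. fordii*, 95 for the ribosomal list of *V. fordii*, 37 for the other lists of *V. fordii*, 13 for the hubs of *V. montana*, 86 for the ribosomal list of *V. montana* and 23 for the other lists of *V. montana*. At an adjusted p under 0.01, a stricter threshold by construction, they were 2111 for F1 vs F0, 242 for F3 vs F2, 1658 for F2 vs F0, 2527 for F3 vs F0, 226 for M1 vs M0, 6 for M2 vs M1, 0 for M3 vs M2, 165 for M2 vs M0, 58 for M3 vs M0, 1 for the hubs of *V. fordii*, 21 for the ribosomal list of *V. fordii*, 3 for the other lists of *V. fordii*, 0 for the hubs of *V. montana*, 0 for the ribosomal list of *V. montana* and 0 for the other lists of *V. montana*.

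With the stricter filter, which tests fewer unigenes, the calls were 2704 for F3 vs F2, 6606 for F2 vs F0, 9027 for F3 vs F0, 1762 for M1 vs M0, 278 for M2 vs M1, 2 for M3 vs M2, 3155 for M2 vs M0, 2048 for M3 vs M0, 17 for the hubs of *V. fordii* and 25 for the ribosomal list of *V. montana*. With no filter on low values they were 1 for F2 vs F1, 12693 for F3 vs F0, 2 for M3 vs M2 and 9 for the ribosomal list of *V. montana*. With median-centred libraries they were 1 for F2 vs F1, 2367 for F3 vs F2 and 0 for M3 vs M2. In the fits of 2 groups only, with fewer libraries to estimate the spread, they were 13301 for F1 vs F0, 504 for F2 vs F1, 238 for F3 vs F2, 8707 for F2 vs F0, 848 for M2 vs M1, 0 for M3 vs M2, 7739 for M2 vs M0, 5 for M3 vs M0, 27 for the other lists of *V. fordii*, 2 for the hubs of *V. montana* and 7 for the other lists of *V. montana*.

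With the replicate letter as a block the calls were 9068 for F1 vs F0, 18 for F2 vs F1, 3684 for F3 vs F2 and 6267 for F2 vs F0. The main fit, in the same order, called 6025, 0, 1214 and 4142. The sources used here do not say what a letter marks. The I1 library holds the most counts at every stage of both species. Table S2 lists, without letters, 1 library per stage with the most reads and with Q20 and Q30 above the others. The I1 libraries deviate together with a correlation above 0.1 in every comparison (0.113 to 0.408), the L libraries in F2 vs F1 (0.172), F3 vs F2 (0.222), M2 vs M1 (0.104) and M3 vs M0 (0.112), and the H libraries in M2 vs M1 alone (0.166). All 3 letters thus pass 0.1 only in M2 vs M1, where the replicate block gave 60 and 16 calls against 64 and 14. The I1 libraries share a deviation in the other comparisons as well, and the main fit has no term for it. In M2 vs M1 each letter also correlates best with itself. The same holds in F3 vs F2, F2 vs F0, M1 vs M0 and M3 vs M0, though by little for H in F3 vs F2 (0.00915, against 0.00251 with another letter). A pairing thus stays open in all of these comparisons. In F1 vs F0 the H library correlates better with another letter (0.0666) than with its own (0.0112). Some letter also does so in F2 vs F1, F3 vs F0, M3 vs M2 and M2 vs M0.

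DESeq2 called 23245 for F1 vs F0, 1106 for F2 vs F1, 11384 for F3 vs F2, 18452 for F2 vs F0, 8315 for M1 vs M0, 7352 for M2 vs M1, 513 for M3 vs M2, 17185 for M2 vs M0, 12387 for M3 vs M0, 16 for the hubs of *V. fordii*, 82 for the ribosomal list of *V. fordii*, 29 for the other lists of *V. fordii*, 11 for the hubs of *V. montana*, 78 for the ribosomal list of *V. montana* and 19 for the other lists of *V. montana*. Limma on log2(FPKM + 1) called 11791 for F1 vs F0, 1 for F2 vs F1, 21016 for F3 vs F2, 7427 for F2 vs F0, 2106 for M1 vs M0, 7741 for M2 vs M1, 314 for M3 vs M2, 11829 for M2 vs M0, 1852 for M3 vs M0, 15 for the hubs of *V. fordii*, 26 for the ribosomal list of *V. montana* and 8 for the other lists of *V. montana*. Limma on log2(FPKM + 0.1) called 13325 for F1 vs F0, 19918 for F3 vs F2, 7877 for F2 vs F0, 2210 for M1 vs M0, 8686 for M2 vs M1, 56 for M3 vs M2, 14436 for M2 vs M0, 3537 for M3 vs M0, 15 for the hubs of *V. fordii*, 38 for the ribosomal list of *V. montana* and 14 for the other lists of *V. montana*. The robust estimate of the spread gave 1 for F2 vs F1 and 2 for M3 vs M2. Without the 4 I1 libraries the calls were 3572 for F1 vs F0, 26 for F2 vs F1, 2561 for F2 vs F0, 4160 for F3 vs F0, 83 for M1 vs M0, 0 for M2 vs M1, 0 for M3 vs M2, 15 for M2 vs M0, 3 for M3 vs M0, 3 for the hubs of *V. fordii*, 17 for the ribosomal list of *V. fordii*, 8 for the other lists of *V. fordii*, 0 for the hubs of *V. montana*, 0 for the ribosomal list of *V. montana* and 0 for the other lists of *V. montana*.

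Leaving out each library in turn gave these lowest and highest numbers of calls: 2376 to 8723 for F1 vs F0, 0 to 19 for F2 vs F1, 497 to 1841 for F3 vs F2, 1803 to 5107 for F2 vs F0, 2717 to 34552 for F3 vs F0, 304 to 1234 for M1 vs M0, 2 to 142 for M2 vs M1, 0 to 4 for M3 vs M2, 326 to 3214 for M2 vs M0, 168 to 1382 for M3 vs M0, 1 to 10 for the hubs of *V. fordii*, 21 to 59 for the ribosomal list of *V. fordii*, 3 to 17 for the other lists of *V. fordii*, 0 to 6 for the hubs of *V. montana*, 0 to 21 for the ribosomal list of *V. montana*, 0 to 8 for the other lists of *V. montana*. The libraries whose omission moved a number by more than 1.5 times were, each with the number without it, F0 H 2376, F0 L 2491, F0 I1 2693 (F1 vs F0); F2 I1 19, F3 H 2, F3 I1 1 (F2 vs F1); F2 H 497, F2 L 625, F2 I1 1841, F3 H 699 (F3 vs F2); F0 H 1803, F0 L 1809, F0 I1 2053 (F2 vs F0); F0 H 2717, F0 L 2918, F0 I1 2896, F3 H 5735, F3 I1 7011 (F3 vs F0); M0 H 349, M0 L 535, M0 I1 420, M1 H 304, M1 I1 406, M3 L 1234 (M1 vs M0); M0 H 142, M1 H 2, M1 L 4, M1 I1 8, M2 H 6, M2 L 10, M2 I1 49 (M2 vs M1); M0 H 0, M0 I1 0, M1 L 0, M1 I1 0, M2 H 0, M2 I1 0, M3 H 0, M3 I1 4 (M3 vs M2); M0 H 444, M0 L 751, M0 I1 526, M2 H 326, M2 L 578, M2 I1 594, M3 H 3214 (M2 vs M0); M0 H 168, M0 L 316, M0 I1 291, M2 H 319, M2 L 399, M2 I1 460, M3 L 329, M3 I1 205 (M3 vs M0); F0 H 2, F0 L 1, F0 I1 1, F1 I1 5 (the hubs of *V. fordii*); F0 H 21, F0 L 21, F0 I1 24, F3 H 35, F3 I1 33 (the ribosomal list of *V. fordii*); F0 H 3, F0 L 4, F0 I1 5, F1 I1 10 (the other lists of *V. fordii*); M0 H 0, M0 L 1, M0 I1 1, M1 I1 2, M2 H 0, M2 L 0, M2 I1 0, M3 I1 1 (the hubs of *V. montana*); M0 H 0, M0 L 6, M0 I1 3, M1 H 6, M1 I1 7, M2 H 4, M2 L 4, M2 I1 4 (the ribosomal list of *V. montana*); M0 H 0, M0 L 0, M0 I1 1, M2 H 0, M2 L 0, M2 I1 0, M3 H 8, M3 I1 2 (the other lists of *V. montana*). A stage left with 2 libraries is assumed to vary like the other stages.

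The replicate correlation was 0.462 to 0.756 in *V. fordii* when each letter was left out (0.756 without replicate I1), 0.752 in *V. fordii* and 0.806 in *V. montana* as Pearson correlation that is not squared, and 0.524 in *V. montana* on log2(FPKM + 1). The pairs of Table S4 past 0.65 on their listed side numbered 46 over the 12 matched libraries and 56 on log2(FPKM + 1) of these, and 270, 259 and 254 on log2 of the stage mean plus 0.1, 0.01 and 0.001. With the counts of M1L in the M1 mean they numbered 260 without a logarithm, and 371, 392, 450, 437 and 434 on log2 of the mean plus 1, 0.5, 0.1, 0.01 and 0.001; on log2 of the mean plus 0.1, the counts of M1H gave 392 and those of M1I1 397. Over the 12 matched libraries, the pairs listed as negative had 4 below −0.65 and 7 above 0.65, against 46 and 26 over the stage means, and 34 and 39 over those without the L libraries. In cluster 1 of Table S3 the unigenes highest at stage 1 numbered 853 to 879 in *V. fordii* and 242 to 326 in *V. montana* without each letter, while those highest at F3 went from 22 to 43 without the H libraries and those highest at M2 from 281 to 420 without the I1 libraries.

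For the ribosomal list, camera with an estimated correlation gave an adjusted p of 0.0897 at F1, of 0.0586 at F2, F3, M1, M2 and M3 against stage 0, and of 0.406 from M1 to M2, against 0.00864 with the preset correlation. The species differences of hub pairs past the threshold numbered 0 to 2 when each letter was left out (0 without replicate H and 0 without replicate I1). The death-associated protein kinase then had differences of −2.84 to −2.45 at stage 1 among those no longer past it, and −2.23 and −2.09 at stage 2, and MAPKKK12 −2.05, −2.20 and −2.74.

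With the counts of M1L in place of its FPKM, the median correlations of hubs with their connected unigenes over 12 libraries (as such, log2 of the value plus 1 and plus 0.1) and over the 4 stage means (in the same order) were 0.9995, 0.9196, 0.9054, 0.9986, 0.9678, 0.9635 for Gts; 0.9999, 0.9587, 0.9558, 0.9999, 0.9921, 0.9919 for EREBP; 0.9998, 0.9611, 0.9531, 0.9998, 0.9911, 0.9895 for HD-Zip. With FPKM over the 4 stage means the EREBP hub had −0.437, and −0.411 on log2(FPKM + 1).

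Of 38 calls of named genes, the stricter filter and the unadjusted p gave 38, the replicate block and the robust estimate 36, limma on log2(FPKM + 0.1) 35, limma on log2(FPKM + 1), DESeq2 and no filter 34, 2 groups 28, median-centred libraries 26, an adjusted p under 0.01 gave 14 and the fit without the 4 I1 libraries 16. A pseudocount of 0.1 does not apply to a test of counts and was not run there. The smallest library holds 19829858 counts, and how far depth limits the calls of unigenes with few counts was not tested.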

Differences from the paper's values

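The counts of the paper are those at a p under 0.05 (and 0.01) and more than 2-fold as its Fig. 2 legend words it, and those given here are at an adjusted p under 0.05 and more than 2-fold unless named otherwise. The unigenes behind the paper's counts were not compared one by one.

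For F1 vs F0, the paper's 3002 induced unigenes stand beside 4768; of the alternatives set before the data were examined, no filter on low values (4316), the fit without F0 I1 (2226), the fit without F1 H (3963), the fit without F1 L (3548), the fit without F1 I1 (3450), the fit without F2 H (4340), the fit without F3 H (4269) came within 1.5 times and the others did not, and, chosen after seeing the values, robust estimate of the spread (4472) and the fit without the 4 I1 libraries (2665) did. For F1 vs F0, the paper's 6548 repressed unigenes stand beside 1257; of the alternatives set before the data were examined, unadjusted p (8220), DESeq2 (5923) came within 1.5 times and the others did not, and, chosen after seeing the values, limma on log2(FPKM + 1) (6402) and limma on log2(FPKM + 0.1) (6299) did. For F2 vs F1, the paper's 557 induced unigenes stand beside 0; of the alternatives set before the data were examined, DESeq2 (681) came within 1.5 times and the others did not. For F2 vs F1, the paper's 456 repressed unigenes stand beside 0; of the alternatives set before the data were examined, DESeq2 (425) came within 1.5 times and the others did not.

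For M1 vs M0, the paper's 1640 induced unigenes stand beside 495; none of the alternatives set before the data were examined came within 1.5 times, and, chosen after seeing the values, limma on log2(FPKM + 0.1) (1265) did. For M1 vs M0, the paper's 1786 repressed unigenes stand beside 311; of the alternatives set before the data were examined, DESeq2 (2042) came within 1.5 times and the others did not. For M2 vs M1, the paper's 3218 induced unigenes stand beside 64; none of the alternatives set before the data were examined came within 1.5 times. For M2 vs M1, the paper's 813 repressed unigenes stand beside 14; of the alternatives set before the data were examined, DESeq2 (706) came within 1.5 times and the others did not.

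For F3 vs F2, the paper's about 5000 induced unigenes in Fig. 2A, read by eye, stand beside 487; none of the alternatives set before the data were examined came within 1.5 times. For F3 vs F2, the paper's about 4300 repressed unigenes in Fig. 2A, read by eye, stand beside 727; none of the alternatives set before the data were examined came within 1.5 times, and, chosen after seeing the values, limma on log2(FPKM + 1) (5696) and limma on log2(FPKM + 0.1) (5900) did. For M3 vs M2, the paper's about 880 induced unigenes in Fig. 2A, read by eye, stand beside 1; none of the alternatives set before the data were examined came within 1.5 times. For M3 vs M2, the paper's about 1300 repressed unigenes in Fig. 2A, read by eye, stand beside 0; of the alternatives set before the data were examined, unadjusted p (1582) came within 1.5 times and the others did not.

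For F2 vs F0, the paper's about 5500 repressed unigenes in Fig. 2A, read by eye, stand beside 522; of the alternatives set before the data were examined, unadjusted p (5280) came within 1.5 times and the others did not, and, chosen after seeing the values, limma on log2(FPKM + 1) (3792) did. For F3 vs F0, the paper's about 5200 induced unigenes in Fig. 2A, read by eye, stand beside 29018; of the alternatives set before the data were examined, stricter filter (7673), the fit without F3 H (5433), the fit without F3 I1 (6273) came within 1.5 times and the others did not, and, chosen after seeing the values, the fit without the 4 I1 libraries (3581) did. For F3 vs F0, the paper's about 6600 repressed unigenes in Fig. 2A, read by eye, stand beside 1342; none of the alternatives set before the data were examined came within 1.5 times, and, chosen after seeing the values, limma on log2(FPKM + 1) (5821) and limma on log2(FPKM + 0.1) (5388) did. For M2 vs M0, the paper's about 3900 induced unigenes in Fig. 2A, read by eye, stand beside 1523; of the alternatives set before the data were examined, the fit without M3 H (2882) came within 1.5 times and the others did not.

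For M2 vs M0, the paper's about 1400 repressed unigenes in Fig. 2A, read by eye, stand beside 409; of the alternatives set before the data were examined, median-centred (1404), DESeq2 (1872) came within 1.5 times and the others did not, and, chosen after seeing the values, limma on log2(FPKM + 1) (1533) and limma on log2(FPKM + 0.1) (1512) did. For M3 vs M0, the paper's about 2000 induced unigenes in Fig. 2A, read by eye, stand beside 690; of the alternatives set before the data were examined, stricter filter (1535) came within 1.5 times and the others did not, and, chosen after seeing the values, limma on log2(FPKM + 1) (1373) did. For M3 vs M0, the paper's about 950 repressed unigenes in Fig. 2A, read by eye, stand beside 237; of the alternatives set before the data were examined, DESeq2 (1319) came within 1.5 times and the others did not.

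The paper's mean squared replicate correlation is 0.835 in *V. fordii* and 0.870 in *V. montana*, against 0.577 and 0.655 here. In *V. fordii* only the alternative without I1 (0.756) came within the spread, and log2(FPKM + 1), the unigenes at 1 FPKM or more, Spearman's rho and the alternatives without H or L did not; in *V. montana* none did. The Pearson correlation that is not squared, chosen after seeing the values, is 0.752 (SD 0.111) in *V. fordii* and 0.806 (SD 0.0717) in *V. montana*, both within 1 SD of the paper's values.

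The paper's 450 pairs of Table S4, 157 negative and 293 positive, stand beside 167, 46 and 121. These use the means of the 4 stages in FPKM, while the paper's Methods name log2 FPKM and all of the samples; 12 matched libraries on log2(FPKM + 1) give 56, 5 and 51 pairs and log2 of the stage mean plus 0.1 gives 270, 47 and 223, both chosen after seeing the values, of which only the 223 positive pairs come within 1.5 times. None of the alternatives set before the data were examined (log2(FPKM + 1), 12 matched libraries, leaving out each letter) came within 1.5 times, and with the counts of M1L in the M1 mean and log2 of the mean plus 0.1, chosen after seeing the values, 450, 157 and 293 pairs pass, which drops 0 of the paper's pairs.

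The paper's Table S3 prints, for the 1998 unigenes used here, values at stage 1 with a median of 224.2 and 1960 unigenes highest there, under the other species' header, against a median of 10.0 FPKM and 287 unigenes in *V. montana*. Neither the median of the 3 libraries nor leaving out each letter came near the paper's values.

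The paper describes hubs as induced in *V. montana* and repressed in *V. fordii*, for a larger set of hubs than the 13 pairs used here. These 13 are the pairs with a partner in Tables S4 and S6. Of them, 1, 2 and 0 had a higher mean in *V. montana* and a lower one in *V. fordii* at stages 1, 2 and 3 than at stage 0. Both means were higher in 9, 10 and 7. These are directions of mean FPKM, whatever the spread, and the 2 pairs at stage 2 had an edgeR log2 change just under 0 in *V. montana*. The paper gives the GLABRA2 pair as negatively correlated between the species, against 0.22 over the 12 matched libraries and 0.72 over the 4 stage means. It gives the Gts pair as positively correlated, against 0.34 over the 12 libraries, while PERK15 has 0.76 and EREBP, with its partner taken from Table S6 and not from Fig. 6B, 0.62. Table S4 lists the GLABRA2 pair among the 157 negative and the Gts pair among the 293 positive pairs, and with the counts of M1L in the M1 mean and log2 of the mean plus 0.1, chosen after seeing the values, all of these pass 0.65 on the listed side, the GLABRA2 and Gts pairs included.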

Other observations

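The tests of Tables S3, S4 and S5 and the other splits were chosen after the result was seen.

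Lists of defence and root functions were drawn from the annotated unigenes, which the study chose on these samples, so their counts are not independent evidence. A unigene can be in more than 1 list. In *V. fordii*, cinnamyl-alcohol dehydrogenase (comp191535_c0) is in the phenylpropanoid and lignin list and in the hypoxia and fermentation list. It gives the calls of both lists at F1 and F2. In *V. fordii*, edgeR called against stage 0, at stages 1, 2 and 3, 1, 0 and 0 induced members of the MAPK cascade (2 tested; 1, 1 and 0 when adjusted over the list alone), 1, 1 and 0 of ERF/EREBP factors (3 tested; 1, 1 and 0), 1, 1 and 0 of phenylpropanoid and lignin (2 tested; 1, 1 and 0), 1, 2 and 1 of heat shock proteins and chaperones (4 tested; 1, 2 and 1), 1, 1 and 1 of hypoxia and fermentation (2 tested; 1, 2 and 1), 0, 0 and 1 of cell wall building and loosening (2 tested; 0, 2 and 1), 0, 0 and 1 of mitochondrial and plastid transcripts (3 tested; 0, 1 and 1), 0 of 3 peroxidases (2, 2 and 0) and 0 of 1 flavonoid enzyme (1, 1 and 1). It called repressed 1 of 1 ethylene synthesis member at F1 and 1 of 1 terpenoid member at F2, and tropomyosin 3 induced at F1, F2 and F3. Adjusted over the list alone, repressed were 1, 2 and 1 of the ERF/EREBP factors at F1, F2 and F3, 1 of 2 MYB factors at F1, the ethylene synthesis member at F1 and F2 and the terpenoid member at F2. It called no member of MYB factors, jasmonate, glutathione S-transferases, cell cycle, circadian rhythm or other receptor-like kinases.

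In *V. montana*, it called induced 1 of 3 ERF/EREBP factors at M1, 1 of 4 heat shock proteins and chaperones at M2 and 1 at M3, and tropomyosin 3 at M2. No other list apart from the ribosomal one had a call there; adjusted over the list alone, induced were 1 of 2 hypoxia and fermentation members at M2 and M3, 1 of 3 mitochondrial and plastid transcripts at M2 and M3, the cytochrome P450 at M2 and M3, 1 of 3 peroxidases at M1 and M3, the flavonoid enzyme at M2, 1 of 2 phenylpropanoid and lignin members at M3, the other receptor-like kinase at M1, tropomyosin 3 at M1, M2 and M3, 1 ERF/EREBP factor at M1 and 1 heat shock protein or chaperone at M2 and M3. Repressed in that way were 1 of 2 MAPK cascade members at M2, 1 ERF/EREBP factor at M1 and M2, the jasmonate and the terpenoid member at M1 and the cell cycle member at M2. Without M0 H, L and I1 the lists other than the ribosomal one had 0, 0 and 1 calls in *V. montana*, and without F0 H, L and I1 they had 3, 4 and 5 in *V. fordii*, against 4 and 17 with each unigene counted once. At an unadjusted p under 0.05 the lists other than the ribosomal one had 23 calls in *V. montana* and with DESeq2 19.

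In the first 1998 pairs of Table S3, all of cluster 1, the values under the *V. fordii* header equal the deposited *V. montana* means at stages 0, 2 and 3, and those under the *V. montana* header equal the deposited *V. fordii* means (equal within 0.05% plus 0.01). At stage 1, 1998 of the 1998 values under the *V. fordii* header equal the M1 mean with the estimated counts of M1L in place of its FPKM. Higher expression at M1 in the deposited FPKM is argued against, since 287 of these unigenes have their highest mean there. The same unit in M1L is a candidate explanation of Table S4, where 450 of 450 pairs pass on their listed side with those counts and log2 of the mean plus 0.1. For Table S5 it stays open: with these counts the EREBP hub has a median correlation of 0.9587 with its connected unigenes, but 0.629 with all tested unigenes.

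Each comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05. The real split and the highest other gave 6025 and 0 calls for F1 vs F0 (1 split with as many), 1214 and 69 for F3 vs F2 (1), 4142 and 0 for F2 vs F0 (1), 30360 and 0 for F3 vs F0 (1), 806 and 0 for M1 vs M0 (1), 78 and 2 for M2 vs M1 (1), 1 and 3 for M3 vs M2 (2), 1932 and 2 for M2 vs M0 (1) and 927 and 2 for M3 vs M0 (1). For F2 vs F1 all 10 splits gave at least the real 0. The split of F1 H, F1 I1 and F2 I1 from F1 L, F2 H and F2 L gave 365, which points to a structure of the samples. It puts together the I1 libraries of F1 and F2, which deviate together with a correlation of 0.408, but the structure was not tested. This split is named because its number was the highest. With edgeR's 0 there, 7574 unigenes passed an unadjusted p under 0.05, DESeq2 called 1106 and limma on log2(FPKM + 1) 1.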
